# MIZ-1 controls transcriptional programs required for BCR signaling, actin dynamics, and naïve B cell survival

**DOI:** 10.3389/fimmu.2026.1758550

**Published:** 2026-03-27

**Authors:** Julie Ross, Eva-Maria Piskor, Charles Joly-Beauparlant, Lucia Paola Gabrielli Tabarez, Elie El Ghorayeb, Arnaud Droit, Christian Kosan, Tarik Möröy

**Keywords:** B cell activation, B cell receptor, Miz-1, signaling, survival

## Abstract

B cell receptor (BCR) signaling is required for the regulation of normal B lymphocyte development. However, many B cell lymphoma subtypes employ constitutive BCR signaling for transformation, survival, and growth. Here we report that mice expressing a POZ domain-deficient MIZ-1 (MIZ-1^ΔPOZ^), a well-known binding partner of the oncogene MYC, exhibit reduced surface receptor expression on naïve B cells and impaired BCR signaling. Transcriptomic and ChIP-seq analyses revealed that, in addition to autophagy related genes, MIZ-1 directly regulates genes involved in BCR signal transduction and actin cytoskeleton dynamics. Upon stimulation, MIZ-1^ΔPOZ^ B cells show defective receptor clustering and impaired BCR-induced signal transduction via key signaling molecules such as SYK, RAF1, AKT and ERK. We demonstrate that these perturbations are associated with altered calcium flux and mitochondrial respiration. These defects upon BCR crosslinking specifically lead to decreased survival of follicular but not marginal zone B cells and impaired the expansion of MYC-dependent B cell lymphoma. Altogether, our data suggest that MIZ-1 is as a central integrator of BCR signaling which is essential for maintaining B cell function and keeping a balance between cell death and survival.

## 1 Introduction

B cells are a central component of the adaptive immune system, responsible for the generation of antibodies that neutralize pathogens and facilitate their clearance (1). Both, B cell development and response to antigenic stimuli critically depend on signaling through the B cell receptor (BCR) (1, 2). Successful surface expression of a functional BCR marks the transition of immature B cells homing to peripheral secondary lymphoid organs, passing through transitional B stages 1-3 into two major subsets of naïve B cells with very different characteristics: follicular (FO) B cells and marginal zone (MZ) B cells (1, 3, 4). MZ B cells primarily perform T-cell independent responses to blood-borne antigens and pathogens in a rapid manner attributed to their broad repertoire of surface IgM receptors that can bind to conserved microbial antigens (5, 6), while FO B cells reside in the B cell follicles of the spleen, adjacent to T cell zones and are therefore primarily responsible for T cell-dependent antibody responses. After T-cell dependent activation of FO B cells, they form germinal centers where antibody affinity maturation and class switching occur, followed by the differentiation into plasma cells that secrete soluble antibodies with high affinity (7, 8). Although MZ and FO B cells carry out very different functions, the membrane-bound immunoglobulin is an essential regulator of their survival and differentiation. Here, weaker BCR signals combined with higher Notch2 signaling favor MZ development, while strong BCR signals favor differentiation of FO B cells (4, 9).

The B cell receptor is a non-covalent transmembrane complex of the diversified IgM for antigen recognition and a heterodimer of Igα (CD79A) and Igβ (CD79B) (10, 11). BCR ligation triggers the formation of `lipid rafts’ to increase intracellular signaling strength and signaling cascade that are crucial for B cell activation, proliferation, and differentiation (12). Transmembrane signal transmission is mediated by the phosphorylation of ITAMs (Immunoreceptor Tyrosine-based Activation Motifs), in the cytoplasmic tails on the Igα and Igβ subunits (9). The phosphorylation of Igα and Igβ ITAMs creates docking sites for recruitment of downstream effector kinases and allow Src family kinases (SFKs), like spleen tyrosine kinase (SYK) (11, 13, 14). Recruitment of SYK to Igα and Igβ initiates the activation of downstream cascades and signal transmission is facilitated by two signaling adaptor platform proteins, namely B cell linker protein (BLNK) and B cell adaptor for PI3K (BCAP), which feed into different downstream pathways (15, 16). The latter works in cooperation with the CD19 co-receptor and activation of the PI3K/AKT/mTOR1 axis by phosphorylation of its inhibitory subunit p85, enabling the phosphorylation of phosphatidylinositol-4,5-bisphosphate (PIP_2_) to phosphatidylinositol-3,4,5-trisphosphate (PIP_3_) to recruit AKT (16). Activation of AKT inhibits apoptosis and promotes mitochondrial remodeling to uphold the higher energy demand following activation (17–19). CD19/PI3K is not only important for proliferation and survival but is also a major component for survival of naïve peripheral B cells.

Stochastic triggering of the BCR pathway provides a continuous low-level antigen-independent BCR signal and mediates a `tonic’ signal, activating PI3K and its downstream effectors to ensure survival and inhibition of apoptosis in naïve B cells (20, 21). Equally important and central to maintain B cell function and responsiveness is the coordination of the endocytic machinery upon BCR ligation by actin polymerization, which enables membrane invagination and vesicle formation, to allow BCR internalization (22). Actin depolymerization facilitates BCR movement into endosomes for the processing and presentation of antigens or BCR degradation for signal termination to preserve cell responsiveness (23–25). This process represents a negative feedback loop following ligation, initiated by the SYK, BLNK and Phospholipase Cγ (PLCγ) signaling node, the other major downstream signaling cascade. Furthermore, accumulation of IP_3_ upon PLCγ2 activity provokes IP_3_R channel opening and Ca^2+^ release from endoplasmic reticulum (26). The increased Ca^2+^ pool contributes to mitochondrial remodeling to prepare for the higher energy demand following activation, as well as RAS, calcineurin and nuclear factor of activated T cells (NFAT) activation (27, 28).

Combined BLNK and BCAP initiated signaling cascades downstream of the BCR lead to changes in the metabolic and transcriptional profile that enable B cell activation and proliferation. One of the most significant factors to initiate proliferation and GC entry of activated B cells is the transcription factor MYC, which is very rapidly induced following BCR engagement (29). Upregulation of MYC in activated B cells enhances protein synthesis and glycolysis and allows activated B cells to expand, but at the same time, its explicitly stage-specific regulation in response to BCR signaling is critical for affinity-based selection (29–31). Upon activation, B cells specifically reprogram BCR signaling to attenuate BCR signaling via a negative feedback loop by rapid dephosphorylation of SYK with subsequent reduction of AKT phosphorylation and its downstream effectors to allow GC selection, affinity maturation and restrain MYC activity (32–34). After activation, the selection and differentiation of B cells depend on the cooperation of MYC and the MYC interacting Zinc-finger protein 1 (MIZ-1, ZBTB17), which cooperatively regulate transcriptional programs for selection and alter BCR signaling and promote survival of selected cells (35, 36).

Although being an essential component for B cell maturation, MYC is a well-known and potent driver of malignant transformation and B cell lymphomagenesis (37). In B cell lymphomas, *MYC* amplification requires the cooption of BCR hyperactivation leading to constitutive PI3K and SYK activation to control B cell lymphoma fitness and survival (38–40). This allows accumulation of MYC and leads to its invasion of active promotors and enhancers and thereby to a general transcriptional amplification (41). By this invasion, MYC alters the normal expression pattern of factors mediating physiological cellular functions like cell cycle, protein biosynthesis, metabolism and signal transduction ultimately leading to malignant transformation (42). Essentially, the known MIZ-1 functions overlap with critical steps involved in B cell activation that can lead to malignant transformation, positioning MIZ-1 as a critical component for B cell development (35, 36, 43, 44).

MIZ-1 is a ubiquitous transcription factor involved in lymphocyte differentiation (45–48). MYC/MIZ-1 complexes have been shown to repress MYC target genes and deletion of the MIZ-1 POZ domain impedes MYC driven tumorigenesis (47, 49–53). MIZ-1 is a transcriptional regulator, which forms homodimers via its POZ domain to be fully active and to regulate target genes through the recruitment of the histone acetyl transferase p300 (49, 54, 55) to its own cognate binding sites on chromatin, which are different from MYC binding sites (56). MIZ-1 has been described to regulate different genes in various context like cell cycle regulators (57–59), circadian clock regulators (60), *Ndrg2* (61), *Pex13* (62), *Pcdh10* (63), *Ace2*, *Kdm8* (64) and *Wif-1* (65). In B cells, we have previously shown that MIZ-1 regulates *Socs1*, *Bcl2* and *Rpl22* during B cell maturation (66, 67). In addition to its transcriptional regulation, cytoplasmic MIZ-1 has been reported to be regulated by association with microtubules and may activate gene transcription in response to changes in the cytoskeleton (68).

Here we report that the deletion of the POZ domain of MIZ-1 is impairing normal BCR signaling in naïve B cells affecting the activation and differentiation of FO B cells. MIZ-1 was found at promoters of several BCR associated genes and MIZ-1^△POZ^ expression correlated with a global deregulation of BCR-associated genes. We observed a decreased expression of IgM molecules on the surface of MIZ-1^△POZ^ B cells and, upon stimulation, an impaired ability to form BCR clusters. This was associated with decreased phosphorylation of kinases like RAF1, ERK and AKT and decreased Ca^2+^ flux, which are essential components of the BCR signaling cascade. Unexpectedly, genes involved in signaling pathways that regulate the dynamics of the actin cytoskeleton were also deregulated by MIZ-1^△POZ^ resulting in aberrant organisation of actin upon BCR stimulation. This general impairment of the BCR signaling pathway was associated with altered mitochondrial function and decreased survival.

## 2 Results

### 2.1 MIZ-1 transcriptionally regulates genes associated with BCR signaling

We had previously shown that in *Vav^Cre^ x Miz-1^floxPOZ^* mice, where the floxed POZ domain of *Miz-1* is deleted by Cre recombinase in all hematopoietic cells, the expression of a truncated MIZ-1 protein lacking the POZ domain results in a drastic decrease of B cell numbers in bone marrow and spleen (66). In *Mb1^Cre^ x Miz-1^floxPOZ^* mice, where the Cre recombinase is only active in B cells (**Supplementary Figures 1A, B**), we also observed a significant decrease of B cells compared to control mice (69). More specifically, in these animals, the FO B cell population was predominantly affected leading to a loss of cellularity in the spleen, while MZ B cells were increased in frequency (**Figures 1A, B**; **Supplementary Figures 1C, D**), while the overall architecture of a follicle was preserved in *MB1^Cre^ x Miz-1^floxPOZ^* mice (**Supplementary Figure 1E**).

**Figure 1:**
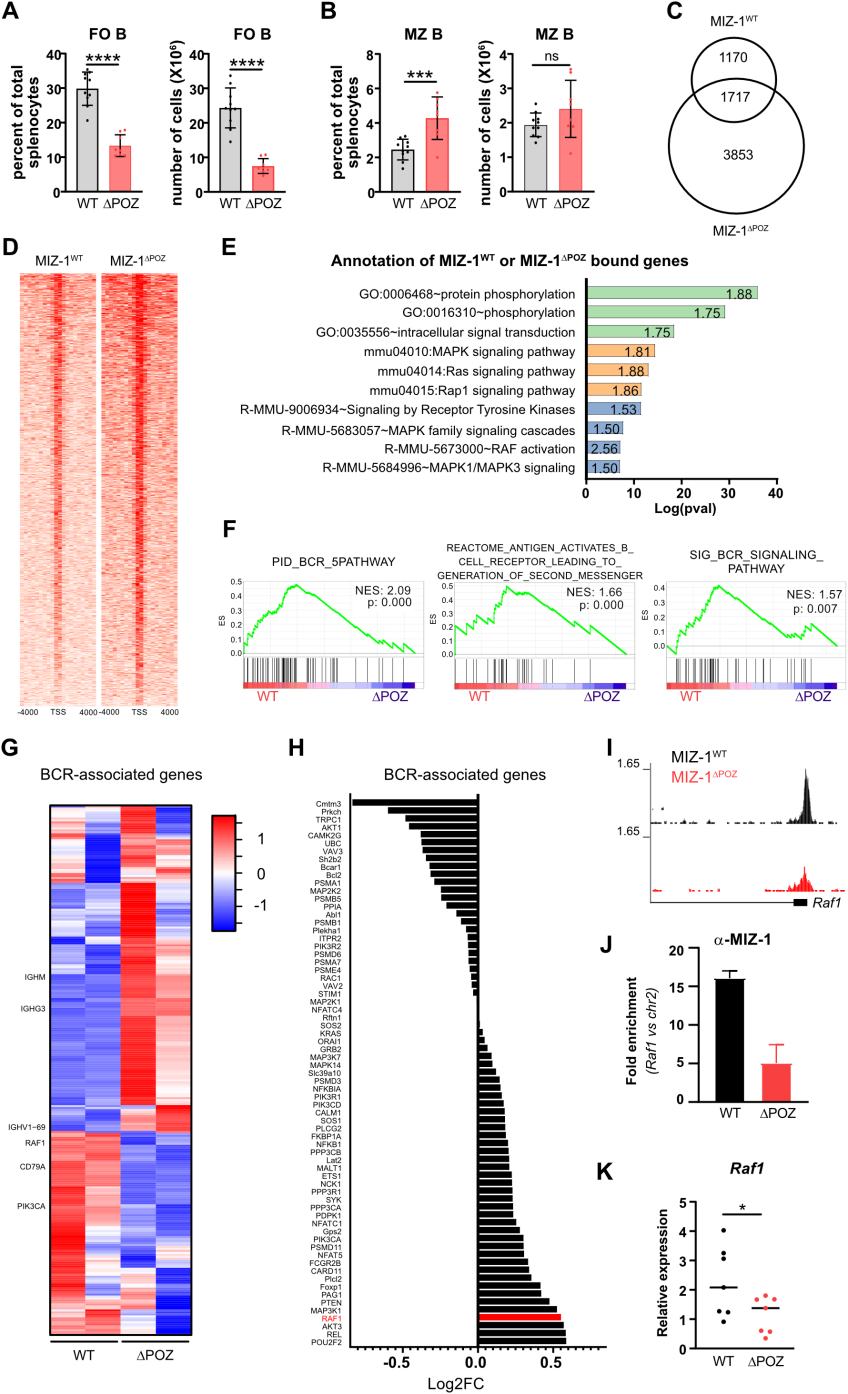
MIZ-1 transcriptionally regulates BCR signaling genes **(A, B)** FACS analysis of splenic B cell populations from MIZ-1^WT^ (WT) and MIZ-1^△POZ^ (△POZ) mice. Left panels show the percentage of indicated populations relative to total splenocytes and right panels show the number of cells of indicated populations in the spleen. FO B, follicular B cells (B220+ CD19+ CD21med CD23+ IgDhi); MZ B, marginal zone B cells (B220+ CD19+ CD21hi CD23- IgM+ IgDlo). Student’s unpaired t-test was used for statistical analysis (ns, not significant; ***p<0.001; ****p<0.0001) **(C–E)** ChIP-seq was performed on splenic B220+ cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice using α-Miz-1 antibody. **(C)** Venn diagram showing the number of peak called in annotated transcriptional start sites (TSS) for MIZ-1^WT^ or MIZ-1^△POZ^ ChIP-seq. **(D)** Heatmap showing the recruitment of MIZ-1^WT^ and MIZ-1^△POZ^ to regions spanning +/- 5 kbp around annotated transcription start sites (TSS). Distance to TSS is indicated in base pairs. **(E)** Log(pvalue) of selected significantly enriched functions from DAVID Gene Annotation analysis (see **Supplementary Table 1**). Green: GO TERM Biological Process; Orange: KEGG Pathway; Blue: Reactome Pathway. Numbers in each bar indicates the Fold enrichment compared to background. **(F, G)** RNA-seq was performed on splenic B220+ cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice. **(F)** Gene Set Enrichment Analysis (GSEA) for BCR related gene sets. NES: Normalized enrichment score (values indicate enrichment in MIZ-1^WT^); p, p value. **(G)** Heatmap showing RNA levels (z-score) of genes associated with BCR signaling (see **Supplementary Table 2**). **(H)** Log2FC values (MIZ-1^WT^ vs MIZ-1^△POZ^) extracted from RNA-seq analysis of genes associated with BCR signaling that are bound by MIZ-1^WT^ or MIZ-1^△POZ^. Positive and negative values indicate respectively a downregulation and an upregulation in MIZ-1^△POZ^. **(I)** Visualisation of MIZ-1 peaks at *Raf1* promoter from ChIP-seq in D. **(J)** Quantification of the recruitment of MIZ-1^WT^ or MIZ-1^△POZ^ by ChIP-qPCR to *Raf1* promoter in CD43- splenic B cells from MIZ-1^WT^ or MIZ-1^△POZ^ mice (n=3). Fold enrichment was calculated using 2^△△Ct^ method. Student’s unpaired t-test was used for statistical analysis (p = 0.09). **(K)** Relative quantification of *Raf1* mRNA levels in CD43- splenic B cells from MIZ-1^WT^ or MIZ-1^△POZ^ mice. Relative mRNA levels were calculated using 2^△Ct^ method. *Polr2a* was used as internal control. Student’s unpaired t-test was used for statistical analysis (*p< 0.05).

To identify the mechanisms responsible for this phenotype, we performed a ChIP-seq analysis with WT and *MB1^Cre^ x Miz-1^floxPOZ^* B cells (hereafter called MIZ-1^WT^ and MIZ-1^△POZ^) using an anti-MIZ-1 antibody. The analysis of promoter regions from both groups revealed that 1170 were bound by MIZ-1^WT^ while 3853 were occupied by MIZ-1^△POZ^ and 1717 promotor regions showed overlapping binding of MIZ-1^WT^ and MIZ-1^△POZ^ (**Figures 1C, D**). More specifically, our ChIP seq experiment with B cells from WT mice identified 2887 annotated promoter regions occupied by MIZ-1. The experiment with B cells from *MB1^Cre^ x Miz-1^floxPOZ^* mice showed 5570 annotated promoter regions occupied by MIZ-1^ΔPOZ^. Comparing both experiments, we noted that 1717 annotated promoter regions can be occupied by MIZ-1 or MIZ-1^△POZ^. This indicated that the deletion of the POZ domain does not abrogate DNA binding of MIZ-1 but allows occupation of the MIZ-1^ΔPOZ^ protein at *de novo* sites. This was expected since the DNA binding zinc finger regions in the MIZ-1^△POZ^ protein are still present and intact and it has been reported before that a MIZ-1^△POZ^ protein can bind DNA (54).

Interrogation of the ChIP-seq data with the DAVID annotation tool revealed that many genes occupied by MIZ-1 or MIZ-1^△POZ^ were significantly enriched in categories belonging to intracellular signaling pathways initiated by RAS or receptor tyrosine kinases (**Figure 1E**; **Supplementary Table 1**). RNA-seq of splenic B cells of both groups showed that many genes showing an altered expression pattern in MIZ-1^△POZ^ B cells compared to B cells from MIZ-1^WT^ mice are associated with the BCR signaling pathway (**Figures 1F, G**; **Supplementary Table 2**). 

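RNA-seq libraries were made from B220+ splenocytes of MIZ-1 WT and MIZ-1 △POZ mice, with 2 biological replicates per genotype. Ribosomal RNA was depleted and stranded libraries were sequenced from both ends. The authors trimmed the reads, mapped them to the mm10 genome with TopHat2, counted them on Ensembl genes with HTSeq and deposited these raw counts without normalization. The paper's text does not name the strand setting of the counting, so values of genes that overlap a gene on the opposite strand are uncertain. Counts on genes summed to 44452007 and 43026814 in MIZ-1 WT replicates 1 and 2, and to 46387209 and 43214303 in MIZ-1 △POZ replicates 1 and 2. Reads outside annotated genes made up 27.2% and 25.5% of the table in MIZ-1 WT and 21.6% and 21.1% in MIZ-1 △POZ. Reads without a unique alignment made up between 42.8% and 44.1%. Counts were normalized for library size by edgeR's TMM method, and levels are given as CPM, the normalized counts scaled to a common library total. RPM stands for reads scaled in the same way without the TMM factor. Genotypes were compared with edgeR's quasi-likelihood test over the 14554 of 41214 genes that had at least 10 counts in at least 2 libraries. Positions are those of the GENCODE annotation of GRCm38 (mm10), and log2 fold changes are given as MIZ-1 △POZ over MIZ-1 WT. *Zbtb17* (ENSMUSG00000006215, protein coding), which encodes MIZ-1, lies on chromosome 4 from 141444654 to 141467930. Its counts were 2087 and 1946 in the MIZ-1 WT replicates and 1774 and 1669 in the MIZ-1 △POZ replicates. This corresponded to 47.1 ± 1.09 CPM (SD, n = 2) in MIZ-1 WT and 37.7 ± 0.533 (SD, n = 2) in MIZ-1 △POZ. The log2 fold change of *Zbtb17* was -0.32 (standard error 0.06, adjusted p = 0.00857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Spen* overlaps *Zbtb17* on the opposite strand. Counts per gene cover all exons together, so they do not show whether reads of the exons for the POZ domain were lost.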

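Of the 14554 genes tested, 5822 had an adjusted p-value under 0.05, of which 3076 were higher and 2746 were lower in MIZ-1 △POZ. *Xist* (log2 fold change 9.41) and 4 Y-linked genes (median -4.32) separated the genotypes completely. The sex of the mice therefore cannot be told apart from the genotype as a source of these differences. At the paper's limit of 0.6 on the log2 scale, combined with an unadjusted p under 0.05, 2960 genes differed, 2188 higher and 772 lower. The alternative that moved these counts most was a filter on a mean of at least 30 RPM, which left 6052 genes and 2746 with an adjusted p under 0.05. Log2 CPM correlated at 0.993 or more within a genotype and between 0.966 and 0.978 across genotypes, over genes, which are not independent replicates. The BCR signaling gene list of Supplementary Table 2 holds 267 genes, all of which were tested. Among them, 73 were lower and 65 were higher in MIZ-1 △POZ at an adjusted p under 0.05. With p-values adjusted over the list alone, 77 were lower and 67 were higher, which is not independent evidence, since the study filtered the list on these samples. By the paper's limits, 10 genes of the list were lower and 34 were higher. One gene of the list, *Kdm5d*, is Y-linked and separated the genotypes together with the other Y-linked genes. The median log2 fold change of the list was -0.02, with quartiles at -0.22 and 0.25. As a set, the list did not differ from the other genes (p = 0.519, limma's camera with a preset correlation of 0.01). Fry did not give the BCR list a p under 0.05 either. Preranked GSEA gave it a normalized enrichment score of -1.24 (permutation p = 0.0396), toward lower expression in MIZ-1 △POZ.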

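Fig. 1H lists 69 genes of BCR signaling bound by MIZ-1, of which 67 were tested. Among these, 25 were lower and 9 were higher in MIZ-1 △POZ at an adjusted p-value under 0.05. By the study's own limits, a log2 fold change of at least 0.6 in either direction with an unadjusted p under 0.05, 1 was lower (*Rel*) and 3 were higher (*Cmtm3*, *Prkch* and *Trpc1*, named after their values were seen). When p-values were adjusted over the list alone, 37 genes passed, which is not independent evidence, since the study drew the figure from these samples. Of the genes shown as changed in the figure, 64 of 64 tested had the figure's direction. The 40 genes drawn as lower in MIZ-1 △POZ had a median log2 fold change of -0.23, and the 24 tested genes drawn as higher had a median of 0.23. A list of 10 pan-B cell genes also fell, with a median of -0.25. *Rel* (ENSMUSG00000020275, protein coding) lies on chromosome 11 from 23736847 to 23770970. It reached 61.4 ± 8.28 CPM (SD, n = 2) in MIZ-1 WT and 40.5 ± 4.69 in MIZ-1 △POZ. The log2 fold change of *Rel* was -0.60 (standard error 0.12, adjusted p = 0.0125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At -0.6008, *Rel* lay just past the study's limit of 0.6. It fell inside this limit under DESeq2's Wald test (-0.5986) and the filter on a mean of at least 30 RPM (-0.52). The same held with DESeq2's size factors within edgeR (-0.5987), a replicate block (-0.5989) and removal of immunoglobulin gene segments (-0.5969). With no filter on counts it stayed past the limit (-0.61). *Map3k1* (ENSMUSG00000021754, protein coding) lies on chromosome 13 from 111746428 to 111808993. It fell from 449 ± 4.68 CPM (SD, n = 2) in MIZ-1 WT to 310.5 ± 49.6 in MIZ-1 △POZ. This was a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.0126 from the same edgeR test and adjustment). For both genes, both MIZ-1 △POZ replicates lay below both MIZ-1 WT replicates. With a replicate left out, *Map3k1* ranged from -0.69 to -0.37 and *Rel* from -0.73 to -0.46.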

When we compared the lists of MIZ-1/MIZ-1^△POZ^ target genes from the ChIP-seq experiment with the RNA-seq data, we found that several differentially expressed genes are implicated in BCR signaling such as *Akt3, Rel*, and *Map3k1* (**Figure 1H**; **Supplementary Figure 1E**). The *Raf1* gene, which encodes an important mediator of BCR signaling required for activation of naïve B cells and differentiation (70, 71), showed strong binding by MIZ-1 at its promoter region and its expression was downregulated in MIZ-1^△POZ^ expressing cells. The reduced expression was accompanied by reduced recruitment of MIZ-1^△POZ^ to its promoter (**Figures 1I–K**). 

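*Cd79a* (ENSMUSG00000003379, protein coding) lies on chromosome 7 of GRCm38 from 24897381 to 24902197. RNA-seq of B220+ splenocytes gave 14668 and 13089 counts of *Cd79a* in the MIZ-1 WT replicates, against 4891 and 5939 in the MIZ-1 △POZ replicates. Its level was 324 ± 17.6 CPM (SD, n = 2) in MIZ-1 WT and 119 ± 23.0 in MIZ-1 △POZ. This was a log2 fold change of -1.44 (standard error 0.13, adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a 95% confidence interval from -1.77 to -1.12. The other 9 pan-B cell genes had a median log2 fold change of -0.23. *Cd79b* (ENSMUSG00000040592, protein coding) lies on chromosome 11 from 106311341 to 106314762. Its level was 2051 ± 25.7 CPM (SD, n = 2) in MIZ-1 WT and 1752 ± 60.9 in MIZ-1 △POZ. The log2 fold change of *Cd79b* was -0.23 (standard error 0.06, adjusted p = 0.0277 from the same edgeR test and adjustment), close to the median of the pan-B cell genes.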

We also observed that the *Cd79a* gene, but not *Cd79b* gene, was downregulated in MIZ-1^△POZ^ cells although MIZ-1 did not bind to its promoter (**Figure 1G**; **Supplementary Figures 1F, G**). Since *Cd79a* (Igα; MB1) and *Cd79b* (Igβ; B29) encode for genes of the B cell receptor complex and the *Mb1^Cre^* allele is driven by the promoter of *Cd79a*, we investigated the level of expression of CD79A and CD79B proteins in MIZ-1^△POZ^ and MIZ-1^WT^ cells. We could confirm that both protein expression levels were not substantially altered by the *Mb1^Cre^* allele (72) and that CD79A and CD79B protein expression is not reduced in MIZ-1^△POZ^ cells (**Supplementary Figures 1H, I**).

The early transcriptional alterations following BCR mediated B cell activation occur within two hours of receptor ligation and lead to signal-specific changes of the transcriptomic landscape (73). We identified many of these BCR induced genes as MIZ-1 targets, which prompted us to assess their expression after BCR stimulation in MIZ-1^WT^ and MIZ-1^△POZ^ B cells (**Supplementary Table 3**; **Supplementary Figures 1G, H**). We found that *Kras* and *Psma7* were upregulated after BCR stimulation in MIZ-1^△POZ^ vs MIZ-1^WT^ B cells. Furthermore, we observed that anti-apoptotic *Bcl2* and *Pou2f2*, a key transcription factor for B cell development, were significantly downregulated when MIZ-1^△POZ^ is expressed in B cells. These results suggest that MIZ-1 is a key transcriptional regulator of BCR-associated genes at steady state and following B cell activation. In addition, our data demonstrate differential chromatin binding of MIZ-1^WT^ and that MIZ-1^ΔPOZ^, leading to distinct transcriptional changes in MIZ-1^△POZ^ B cells that perturb normal BCR signaling dynamics.

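Supplementary Table 3 assigns genes that respond to BCR stimulation to classes by whether MIZ-1 or MIZ-1 △POZ bound them in the ChIP-seq experiment. Of its 1509 genes, 1402 were matched to the RNA-seq table and 1341 were tested in unstimulated B220+ splenocytes. These 1341 genes were the background of the 3 class comparisons. The 102 genes bound by both forms had a median log2 fold change of -0.13, and 39 were lower and 13 higher in MIZ-1 △POZ at an adjusted p-value under 0.05. With p-values adjusted over the list alone, 40 were lower and 15 were higher. As a set, genes bound by both forms were lower than the background (adjusted p = 0.0473, camera with Benjamini-Hochberg adjustment over 3 classes). This call was lost under DESeq2's Wald test (adjusted p = 0.0719). Fry, which does not compare a class with the background, gave each of the 3 classes an adjusted p of 0.0219. The alternative that moved this median most was the filter on a mean of at least 30 RPM, with -0.07 over 72 genes (adjusted p = 0.0936). The 100 tested genes bound by MIZ-1 WT alone had a median of -0.10 (adjusted p = 0.194 from camera), with 37 lower and 17 higher, and the same numbers when adjusted over the list alone. Under the filter on a mean of at least 30 RPM, the median of this class was -0.01 over 74 genes (adjusted p = 0.642 from camera). The 221 tested genes bound by MIZ-1 △POZ alone had a median of -0.06 (adjusted p = 0.978 from camera), with 55 lower and 46 higher. Adjusted over the list alone, 55 of these were lower and 47 were higher. From the binding and expression data together, the paper concludes that the different binding of the 2 forms leads to distinct transcriptional changes that disturb BCR signaling.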

### 2.2 MIZ-1^△POZ^ expression impairs normal BCR signaling

Upon BCR stimulation, SYK kinase which acts upstream of different signaling cascades such as the PI3K/AKT pathway and the RAS/RAF/ERK pathway was rapidly phosphorylated (14). To measure the effect of MIZ-1^△POZ^ expression on BCR signaling effectors, we stimulated MIZ-1^WT^ and MIZ-1^△POZ^ B cells with F(ab’)2-α-IgM at different time points and assessed phosphorylation of SYK and downstream signaling effectors by Western Blot. The initial phosphorylation after stimulation of all tested effectors did not reach WT levels and stayed decreased over time in MIZ-1^△POZ^ B cells compared to MIZ-1^WT^ controls (**Figures 2A–C**). Additionally, the Y352 phosphorylation of the upstream kinase SYK was less efficient and SYK was more rapidly dephosphorylated in MIZ-1^△POZ^ B cells than in MIZ-1^WT^ B cells (**Figure 2A**). SYK dephosphorylation terminates the propagation of the BCR signal towards downstream kinases (74). Consequently, we observed decreased phosphorylation the p85 subunit of PI3K and AKT in MIZ-1^△POZ^ B cells compared to controls after BCR stimulation (**Figure 2B**) indicating a lack of proper BCR signal propagation. Similarly, we observed a decrease in p-RAF1 and p-ERK in stimulated MIZ-1^△POZ^ B cells (**Figure 2C**). These data suggest that aberrant transcriptional regulation of genes involved in BCR signaling in MIZ-1^△POZ^ B cells is associated with inefficient signal transduction after BCR stimulation. 

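*Ighm* (ENSMUSG00000076617, immunoglobulin constant gene) lies on chromosome 12 of GRCm38 from 113418558 to 113422730. In unstimulated B220+ splenocytes it had 202654 and 251373 counts in the MIZ-1 WT replicates and 531397 and 454415 counts in the MIZ-1 △POZ replicates. Its level was 5313 ± 944 CPM (SD, n = 2) in MIZ-1 WT and 10760.0 ± 574 in MIZ-1 △POZ. The log2 fold change of *Ighm* was 1.02 (standard error 0.13, adjusted p = 0.00378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both MIZ-1 △POZ replicates lay above both MIZ-1 WT replicates, and the log2 fold change stayed between 0.85 and 1.21 with each replicate left out in turn. Lists of 8 plasma cell markers and 14 marginal zone B cell markers also rose, with medians of 0.99 and 0.74. A change in cell composition therefore cannot be told apart from a change of *Ighm* within B cells.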

We can exclude that this is due to decreased expression of the BCR gene, as our RNA-seq data does not reveal a decrease of *Ighm* expression in MIZ-1^△POZ^ compared to MIZ-1^WT^ B cells. The differential signaling strength that we observe is consistent with the cellularity data (**Figures 1A, B**) that shows that FO B cells are less abundant in MIZ-1^△POZ^ mice and is in agreement with the established model that strong BCR signaling favors FO B cell fate, while weaker signals promote MZ differentiation (4). Thus, MIZ-1 appears to influence lineage decisions by modulating the strength and quality of BCR signaling.

**Figure 2:**
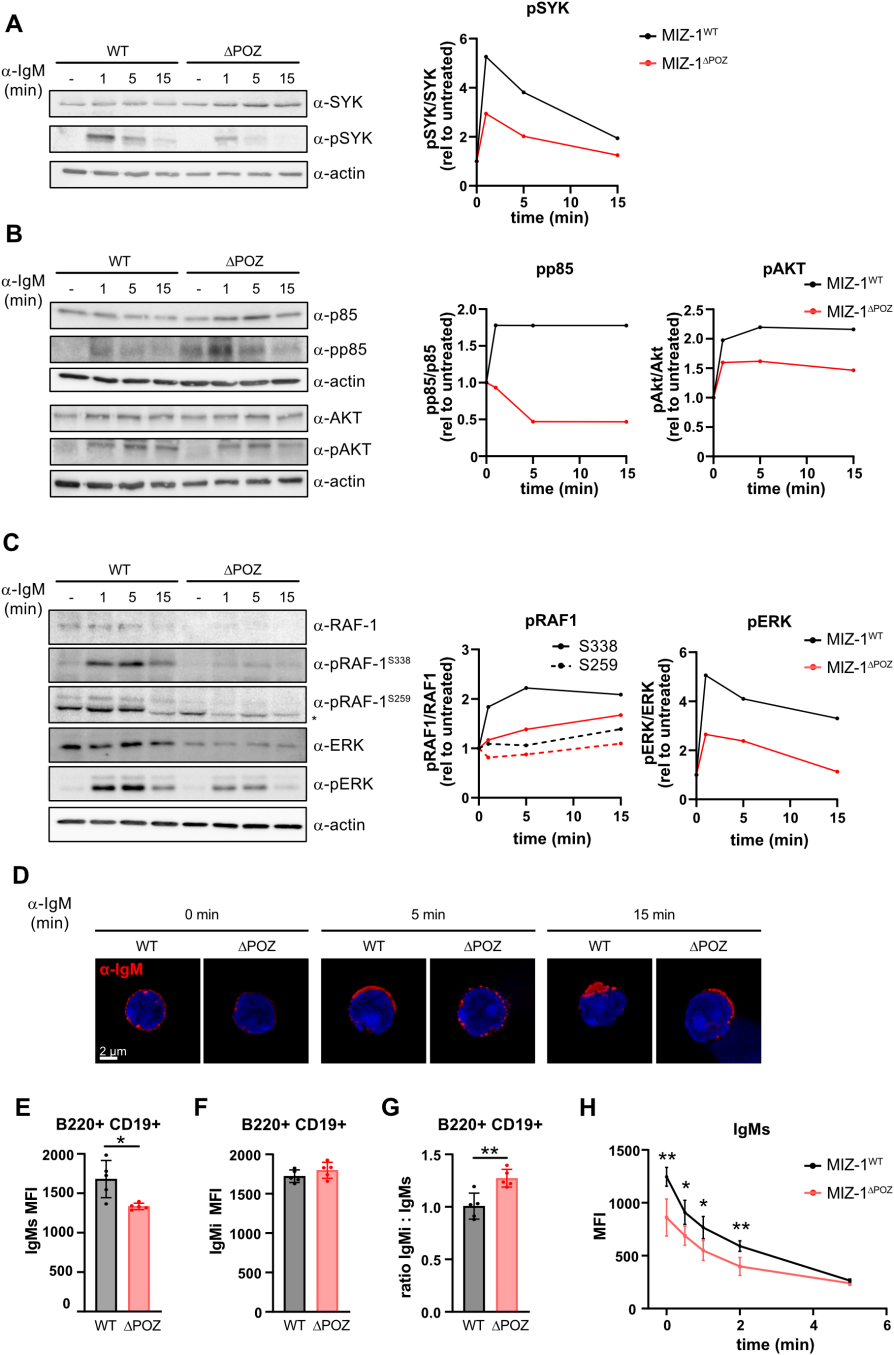
MIZ-1^△POZ^ impairs BCR signal transduction and clustering in B cells **(A–C)** left: Representative western blot showing expression of indicated proteins and the detection of their phosphorylated form in CD43- splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice stimulated or not with α-IgM (10μg/mL) for indicated time points. Actin was used as loading control. pSYK, SYK pY352; pp85, p85 pY458; pAKT, pS473; pRAF-1, RAF1 pS338 or pS259; pERK, ERK pT202/Y204. Right: quantification of left panels: fold increase of band intensity of phospho-protein relative to total protein and relative to untreated cells. (-): untreated; *: unspecific band; n=3. **(D)** Immunofluorescence showing localisation of BCR (IgM; red) in CD43- splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice before and after stimulation with α-IgM (10μg/mL) for indicated time points. The nucleus of the cells is stained with DAPI (blue). **(E, F)** Median fluorescence intensity (MFI) of IgM on resting B220+ CD19+ B cells from MIZ-1^WT^ and MIZ-1^△POZ^ spleens on the cell surface (IgMs) or internalized (IgMi) measured by FACS. **(G)** Ratio of IgMi vs IgMs from **(E)** and **(F)**. Student’s unpaired t-test was used for statistical analysis (*p<0.05, **p<0.01). **(H)** Internalisation assay showing median fluorescence intensity (MFI) of IgM on B cells (CD43-) from MIZ-1^WT^ and MIZ-1^△POZ^ mice at the cell surface (IgMs) after α-IgM stimulation for indicated time points measured by FACS. Ordinary two-way ANOVA with Sidak’s multiple comparisons test was used for statistical analysis (*p<0.05; **p<0.01).

After stimulation, ligated BCR molecules cluster and enter lipid rafts enriched with relevant downstream signaling molecules for signal amplification (75). Using immunofluorescence, we observed that BCRs on MIZ-1^△POZ^ B cells were unable to cluster and form lipid rafts as efficiently as WT controls (**Figure 2D**; **Supplementary Figures 2A–C**). The images also suggested that the surface presentation of BCRs is lower in MIZ-1^△POZ^ B cells. To confirm this observation, we measured the expression of IgM at the surface of naïve B cells (IgMs) and confirmed that BCRs are less abundant at the surface of resting MIZ-1^△POZ^ compared to MIZ-1^WT^ B cells (**Figure 2E**). Receptor internalization is part of a feedback mechanism, which is initiated by SYK dephosphorylation after ligand-induced activation and leads to the dissociation of SYK from the BCR complex allowing receptor internalization and signaling termination (74). We also measured intracellular IgM levels (IgMi) and observed an increased ratio of internalized BCR vs surface BCR in resting MIZ-1^△POZ^ compared to controls (**Figures 2F, G**). An internalization assay further showed that the kinetic of internalization of BCR after stimulation is significantly different in MIZ-1^△POZ^ B cells compared to MIZ-1^WT^ controls (**Figure 2H**), attributed to the higher level of intracellular IgM in MIZ-1^△POZ^ B cells compared to MIZ-1^WT^. In line with this, we find MIZ-1^△POZ^ B cells compared to MIZ-1^WT^ controls show reduced early endosome localization by co-localization with Rab5 shortly after stimulation (**Supplementary Figure 2B**), while co-localization with the lysosome marker LC3B is increased and confirms the increased intracellular IgM (**Supplementary Figure 2C**).

These results indicate that MIZ-1 is not only required for the transcriptional regulation of genes involved in BCR signaling, but also for signal amplification involving receptor clustering and BCR internalization, as both processes are aberrant in MIZ-1^△POZ^ B cells. Our data also suggests that the kinetic of the phosphorylation profile of signaling components are reminiscent of the negative feedback loop applied by germinal center B cells to attenuate BCR signaling to restrain MYC activity (32–34).

### 2.3 MIZ-1 is involved in the regulation of actin cytoskeleton and BCR localization

It was previously reported that, once internalized, BCRs continue to promote signaling from endosomes where RAF1 acts upstream of this signaling (76). We postulated that the aberrant signaling observed upon BCR stimulation in MIZ-1^△POZ^ B cells could be due to the negative feedback loop initiated by SYK dephosphorylation for BCR rewiring and endocytosis or due to the inefficient formation of BCR clusters. To test this, we used Dynasore, a dynamin inhibitor that blocks endocytosis, BCR cluster formation and destabilizes the actin cytoskeleton (77, 78) (**Figure 3A**; **Supplementary Figure 2B**). We observed that SYK, AKT and ERK phosphorylation was decreased upon BCR stimulation in normal B cells in the presence of Dynasore (**Figure 3B**). This was consistent with previous reports (76) and indicated that the altered BCR signal propagation observed in MIZ-1^△POZ^ B cells is similar to the signal observed in B cells that were treated with Dynasore, which impairs BCR molecule trafficking and actin cytoskeleton dynamics (**Figures 3A, B**; **Supplementary Figure 2B**). Stimulation of the BCR with soluble antigen induces actin reorganization that is required for BCR polarization (79). Furthermore, the dynamics and composition of lipid rafts, the signaling platforms for BCRs, are dynamically regulated by the actin cytoskeleton (80, 81). When we analyzed actin localization by immunofluorescence, we observed that actin organization after BCR stimulation is aberrant in MIZ-1^△POZ^ B cells and does not show a polarization with the BCR as compared to controls (**Figure 3A**; **Supplementary Figure 2B**). Interestingly, actin organization after BCR stimulation in MIZ-1^△POZ^ B cells was similar to MIZ-1^WT^ B cells, when BCR internalization was inhibited by treatment with Dynasore in MIZ-1^WT^ B cells (**Figure 3A**; **Supplementary Figure 2B**).

**Figure 3:**
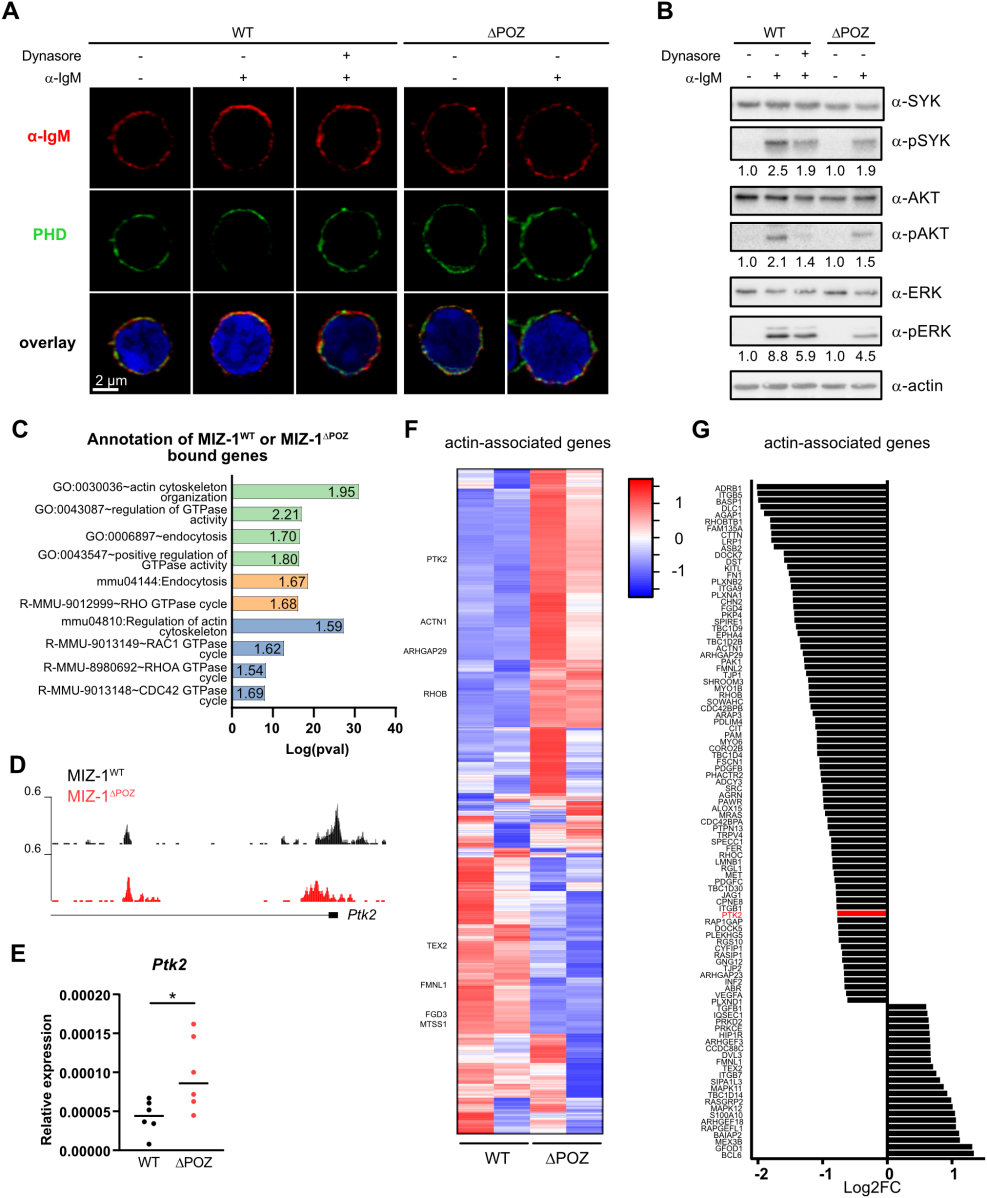
MIZ-1^△POZ^ interferes with BCR clustering upon stimulation. **(A)** Immunofluorescence showing localisation of BCR (IgM; red) or phalloidin (PHD; green) in CD43- splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice after stimulation with α-IgM (10μg/mL) for 1 minutes in presence (+) or absence (–) of dynasore. The nucleus of the cells is stained with DAPI (blue). **(B)** Western blot showing expression of indicated proteins and the detection of their phosphorylated form in CD43- splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice stimulated with α-IgM (10μg/mL) for 10 minutes in presence (+) or absence (–) of dynasore. Actin was used as loading control. pSYK, SYK pY352; pAKT, pS473; pERK, ERK pT202/Y204. **(C)** Log(p-value) of selected significantly enriched functions from DAVID Gene Anotation analysis of MIZ-1^WT^ and MIZ-1^△POZ^ ChIP-seq (see **Figure 1D** and **Supplementary Table 1**). Green, GO TERM Biological Process; Orange, KEGG Pathway; Blue, Reactome Pathway. Numbers in each bar indicate the Fold enrichment. **(D)** Visualisation of MIZ-1 peaks at *Ptk2* promoter from ChIP-seq in **Figure 1D**. **(E)** Relative quantification of *Ptk2* mRNA levels in CD43- splenic B cells from MIZ-1^WT^ or MIZ-1^△POZ^ mice. Relative mRNA levels were calculated using 2^△Ct^ method. *Rna18s1* was used as internal control. Unpaired t-test was used for statistical analysis (*: p<0.05). **(F)** Heatmap showing RNA levels (z-score) of genes associated with actin cytoskeleton regulation (see **Supplementary Table 2**). **(G)** Log2FC values (MIZ-1^WT^ vs MIZ-1^△POZ^) extracted from RNA-seq analysis of genes associated with actin cytoskeleton regulation that are bound by MIZ-1^WT^ or MIZ-1^△POZ^. Positive and negative values indicate respectively a downregulation and an upregulation in MIZ-1^△POZ^.

BCR clustering and endocytosis require a dynamic reorganization of the cytoskeleton (82, 83). MIZ-1 had previously been associated with tubulin and microtubule dynamics (68), which lead us to investigate whether MIZ-1 could regulate this process. An inspection of the list of promoters that are bound by MIZ-1 in B cells revealed an important number of genes associated with the actin cytoskeleton and RHO- or RAC GTPase pathways required for cell movement, shape and growth (**Figure 3C**; **Supplementary Table 1**). For example, *Ptk2* (focal adhesion kinase, FAK), a downstream effector of the BCR (84, 85), is upregulated following MIZ-1^△POZ^ binding to its promoter (**Figures 3D, E**). Many other actin cytoskeleton regulatory genes, such as *Spire1, Cdc42bpa, Arhgef18, Fmnl1* or *Tex2* were also deregulated in naïve MIZ-1^△POZ^ B cells (**Figures 3F, G**; **Supplementary Figure 2C**; **Supplementary Table 2**) or differentially expressed after BCR stimulation in B cells lacking a functional MIZ-1, versus controls such as *Itgav, Rapb1, Evl* and *Tnk2* (**Supplementary Figures 2D, E**; **Supplementary Table 3**).

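Fig. 3G lists 101 genes of actin cytoskeleton regulation bound by MIZ-1, and all were tested in unstimulated B220+ splenocytes. Of these, 77 were higher and 23 were lower in MIZ-1 △POZ at an adjusted p-value under 0.05. Adjusted over the list alone, 101 genes passed, which is not independent evidence, since the study chose the genes on these samples. All 101 had the figure's direction. The 78 genes drawn as higher in MIZ-1 △POZ had a median log2 fold change of 1.54, from 0.65 to 2.56. The 23 genes drawn as lower had a median of -0.86, from -1.90 to -0.62. Under the filter on a mean of at least 30 RPM, which moved the count most, 28 genes were left and all 28 passed. A list of 16 macrophage markers also rose, with a median of 1.98. *Ptk2* (ENSMUSG00000022607, protein coding) lies on chromosome 15 from 73205102 to 73423280. It rose from 19.8 ± 2.34 CPM (SD, n = 2) in MIZ-1 WT to 34.6 ± 1.48 in MIZ-1 △POZ. The log2 fold change of *Ptk2* was 0.80 (standard error 0.10, adjusted p = 0.00300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Spire1* (ENSMUSG00000024533, protein coding) lies on chromosome 18 from 67488209 to 67610790. Its counts were 59 and 68 in MIZ-1 WT and 301 and 176 in MIZ-1 △POZ, a log2 fold change of 1.80 (standard error 0.27, adjusted p = 0.00568 from the same edgeR test and adjustment). *Cdc42bpa* (ENSMUSG00000026490, protein coding) lies on chromosome 1 from 179960472 to 180165603 and is overlapped by *Coq8a* on the opposite strand. Its counts were near the detection limit, with 12 and 6 in MIZ-1 WT and 38 and 38 in MIZ-1 △POZ. Its log2 fold change was 1.97 (standard error 0.38, adjusted p = 0.0121 from the same edgeR test and adjustment), and it ranged from 1.58 to 2.52 with a replicate left out. *Arhgef18* (ENSMUSG00000004568, protein coding) lies on chromosome 8 from 3393006 to 3456601. It fell from 389 ± 40.6 CPM (SD, n = 2) to 184 ± 15.7, a log2 fold change of -1.08 (standard error 0.09, adjusted p = 0.00141 from the same edgeR test and adjustment). *Fmnl1* (ENSMUSG00000055805, protein coding) lies on chromosome 11 from 103171107 to 103198901 and is overlapped by *Gm20511* on the opposite strand. Its log2 fold change was -0.69 (standard error 0.11, adjusted p = 0.00709 from the same edgeR test and adjustment). *Tex2* (ENSMUSG00000040548, protein coding) lies on chromosome 11 from 106502147 to 106613423. It fell from 27.4 ± 0.419 CPM (SD, n = 2) to 16.3 ± 3.33, a log2 fold change of -0.75 (standard error 0.14, adjusted p = 0.0106 from the same edgeR test and adjustment).

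**Figure D1:**
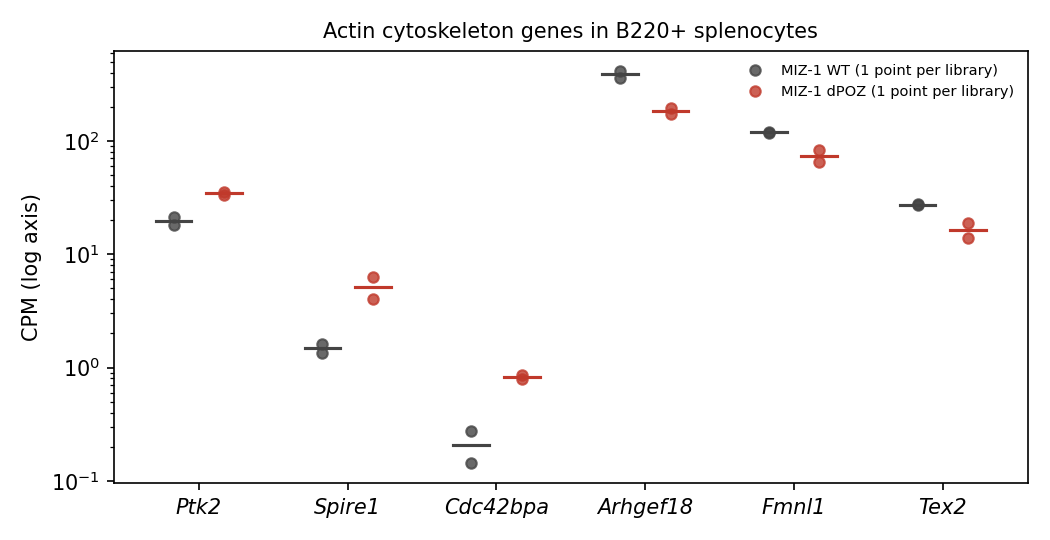
CPM of 6 actin cytoskeleton genes in B220+ splenocytes on a log axis, with 1 point per library and a line at the mean of each genotype. For each gene both MIZ-1 △POZ libraries lie on the same side of both MIZ-1 WT libraries, and *Cdc42bpa* has the lowest level of the 6.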

A negative feedback loop between actin remodeling and BCR signaling in B cells controls actin dynamics, which initially promote activation and later contribute to downregulation of the signal (82). It involves actin-mediated BCR clustering and the recruitment of signaling molecules, followed by B-cell contraction, increasing the molecular density in clusters, ultimately leading to signal attenuation through favoring accessibility of interaction sites with inhibitory phosphatases in contracted clusters. Our data indicates that the transcriptional regulatory activity of MIZ-1^△POZ^ perturbs the expression of genes encoding proteins required for actin remodeling and thereby impede actin-dependent processes following BCR ligation and it is conceivable that MIZ-1^△POZ^ is directly responsible for aberrant actin organization seen in B cells that lack a functional MIZ-1. In addition, cytoplasmic MIZ-1 has been reported to activate gene transcription in response to changes in the cytoskeleton (68), which may further contribute to the observed phenotype.

### 2.4 MIZ-1^△POZ^ expression impairs molecular pathways downstream of BCR

We next tested which cellular pathways could be affected by the altered BCR signaling pattern observed in MIZ-1^△POZ^ B cells. Among the events that occur very rapidly upon BCR stimulation and downstream of SYK and PI3K phosphorylation are the release of Ca^2+^ ions and reactive oxygen intermediates (ROIs) from the endoplasmic reticulum (86). A flow cytometric test revealed that the expression of MIZ-1^△POZ^ in B cells dampens normal calcium flux after BCR stimulation (**Figure 4A**). Other downstream events of PI3K signaling include translation and autophagy. Using an OPP incorporation assay, we could exclude that protein synthesis is affected in MIZ-1^△POZ^ B cells (**Figure 4B**).

**Figure 4:**
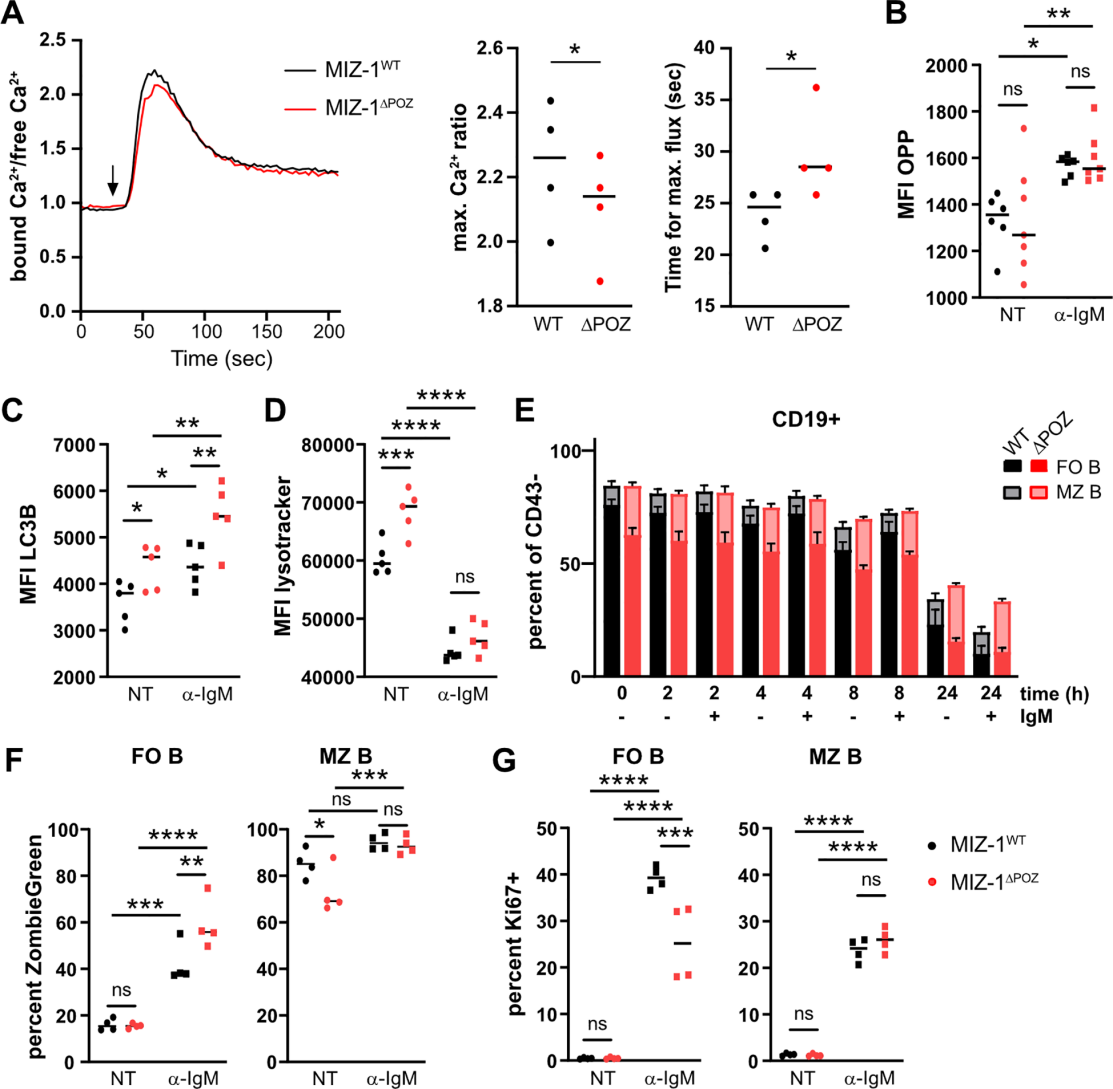
Impaired BCR signaling in naïve MIZ-1^△POZ^ B cells results in decreased Ca^2+^ flux, impaired autophagic flux and loss of follicular B cells. **(A)** Intracellular Ca^2+^ flux in CD43- splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice after stimulation with α-IgM (10μg/mL) was analyzed by the fluorescence emission shift of the calcium binding dye Indo-1 by FACS. Left panel: ratio of bound Ca^2+^ to free Ca^2+^ at indicated time points. The arrow indicates the time of stimulation. The graph represents the mean of 4 independent experiments. Middle panel: maximal ratio of bound Ca^2+^ to free Ca^2+^ was quantified at the timepoint of maximal flux. Right panel: time until maximal Ca^2+^ flux after stimulation. Student’s paired t-test was used for statistical analysis (*p<0.05) **(B–D)** CD43 depleted splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice were stimulated or not with α-IgM (10μg/mL) for 2h. FACS was used to measure OPP incorporation **(B)**, LC3B **(C)** or Lysotracker **(D)**. MFI, median fluorescence intensity; NT, Not treated. Ordinary two-way ANOVA with uncorrected Fisher’s LSD was used for statistical analysis (ns, not significant; *p<0.05; **p<0.01; ***p<0.001) **(E–G)** CD43 depleted splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice were stimulated or not with α-IgM (10μg/mL) for the indicated time points **(E)** or 48h **(F–G)**. Cells were stained for CD19, CD21 and CD23 **(E)** and then stained for Zombie Green and Ki67 **(F, G)** and percent of cells were measured by FACS. Ordinary two-way ANOVA with uncorrected Fisher’s LSD was used for statistical analysis (ns, not significant; **p<0.01; ***p<0.001; ****p<0.0001) for **(F–G)** No statistical test was performed for E but standard deviation are shown.

BCR stimulation of WT B cells shows the accumulation of the autophagic marker LC3B and a decrease in lysosome mass indicating increased autophagic flux regarding autophagosome to lysosome fusion for degradation (**Figures 4C, D**). However, in MIZ-1^△POZ^ B cells, LC3B was increased at steady state (unstimulated), indicating impaired autophagic degradation (**Figure 4C**). Similarly, lysosome mass was increased in unstimulated MIZ-1^△POZ^ vs MIZ-1^WT^ B cells (**Figure 4D**), confirming the critical role of MIZ-1 in maintenance of efficient autophagy, consistent with previous reports (54). While the lysosome mass was comparable in MIZ-1^△POZ^ vs MIZ-1^WT^ B cells after BCR stimulation, LC3B levels increased to significantly higher levels (**Figures 4C, D**). We also confirmed that some genes associated with autophagy were aberrantly expressed in MIZ-1^△POZ^ vs MIZ-1^WT^ B cells (**Supplementary Figures 3A, B**). These results indicate that altered autophagic flux observed in MIZ-1^△POZ^ B cells is most likely due to a direct transcriptional effect of MIZ-1 on lysosome and autophagy related genes rather than to impaired BCR signaling.

We observed the accumulation of BCR molecules inside the cell, may at least in part, be related to the defect of BCR trafficking and impaired autophagic flux contributing to continuous receptor blunting. This decreases BCR signaling and eventually decreases B cell survival. Moreover, decreased autophagy will result in a reduction of available nutrients that the cell needs for proliferation. Therefore, we assessed survival and proliferation following BCR stimulation. BCR-stimulated naïve B cells undergo massive apoptosis within 24h (**Supplementary Figure 3C**). More specifically, FO B cells, which do not only rely on BCR stimulation to survive, rapidly decrease when cultured *in vitro* and are more apoptotic when MIZ-1^△POZ^ is expressed (**Figure 4E**; **Supplementary Figure 3D**). After 48h stimulation, we also observed a greater proportion of dead MIZ-1^△POZ^ FO B cells. Surviving MIZ-1^△POZ^ FO B cells were less proliferating than their WT counterpart (**Figures 4F, G**). No difference was observed between MIZ-1^WT^ and MIZ-1^△POZ^ MZ B cells, which likely reflects the metabolic differences between FO vs MZ B cells in response to BCR stimulation (87, 88).

### 2.5 Mitochondrial function is dysregulated in MIZ-1^△POZ^ B cells

Downstream of the PI3K/AKT pathway, the mTOR complex is known to regulate mitochondrial biogenesis (89). Naïve B cells are normally in a relatively quiescent state characterized by moderate oxidative phosphorylation and low glycolysis (90). Upon BCR stimulation, these two pathways are activated to support higher energy demands and B cell mitochondria increase their oxygen consumption rate (OCR) to produce ATP (91). When we measured the OCR in resting B cells, we observed that MIZ-1^ΔPOZ^ B cells exhibited higher oxygen consumption and released greater amounts of ATP into the culture medium compared to controls, even in the absence of any stimulatory signal (**Figures 5A, B**). When the cells were stressed to mimic a higher energy demand, MIZ-1^△POZ^ B cells increased their glycolytic rate more significantly than MIZ-1^WT^ cells (**Figure 5C**). This metabolic reprogramming may be a compensatory response to impaired BCR signaling and autophagy, as B cells attempt to meet their energy demands despite reduced survival signals. The increased oxidative phosphorylation and glycolysis in MIZ-1^ΔPOZ^ B cells could therefore contribute to their reduced survival and increased apoptosis. 

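Expression of metabolic genes in unstimulated B220+ splenocytes was compared over 4 lists of protein-coding genes, written from gene symbols. The 86 tested genes of the respiratory chain had a median log2 fold change of 0.07, and 15 were higher and 1 was lower in MIZ-1 △POZ at an adjusted p-value under 0.05. Adjusted over the list alone, 4 were higher and 0 lower. As a set, they did not differ from the other genes (adjusted p = 0.142, camera with Benjamini-Hochberg adjustment over 4 lists). The 17 genes of the citric acid cycle had a median of 0.04 (adjusted p = 0.809 from camera), with 4 higher and 2 lower under both adjustments. The 19 genes of glycolysis had a median of 0.36 (adjusted p = 0.00804 from camera), with 11 higher and 1 lower, also when adjusted over the list alone. The 28 tested genes of glutathione metabolism had a median of 0.65 (adjusted p = 0.000132 from camera), with 14 higher and 0 lower under both adjustments. Fry, which does not compare a list with other genes, called all 4 lists. The alternative that moved a median most was the filter on a mean of at least 30 RPM, under which 8 genes of glutathione metabolism had a median of 0.14 (adjusted p = 0.0531). That filter gave the respiratory chain a median of 0.15 (adjusted p = 0.000741), and preranked GSEA also called the respiratory chain. Without MIZ-1 △POZ replicate 1, the median of glutathione metabolism was 0.38. Between the 2 replicates of each genotype, this list differed in the same direction as the macrophage markers, by 0.15 in MIZ-1 △POZ and by -0.13 in MIZ-1 WT.

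**Figure D2:**
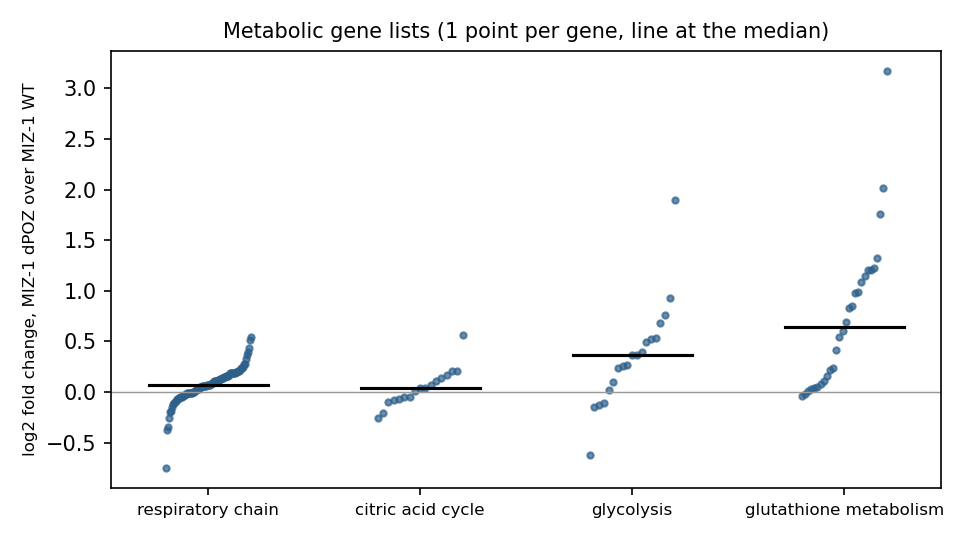
Log2 fold changes of MIZ-1 △POZ over MIZ-1 WT for the genes of 4 metabolic lists, with 1 point per gene in rising order and a line at the median of each list. The medians are 0.07 for the respiratory chain, 0.04 for the citric acid cycle, 0.36 for glycolysis and 0.65 for glutathione metabolism.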

Since we did not find a general deregulation of genes associated with mitochondria or glycolysis in MIZ-1^△POZ^ B cells (**Figure 5D**), these findings suggest an indirect link between the deregulation of BCR signaling in MIZ-1^△POZ^ B cells and their increased energy demand. It has been shown that BCR clustering and mitochondrial organization at the B cell synapse via the cytoskeleton are crucial for mitochondrial function and B cell survival (92). However, as deletion of the POZ domain leads to a perturbed actin cytoskeleton, MIZ-1^△POZ^ B cells have a decreased capability to reorganize mitochondria, which potentially contributes to an unfavorable metabolic outcome.

**Figure 5:**
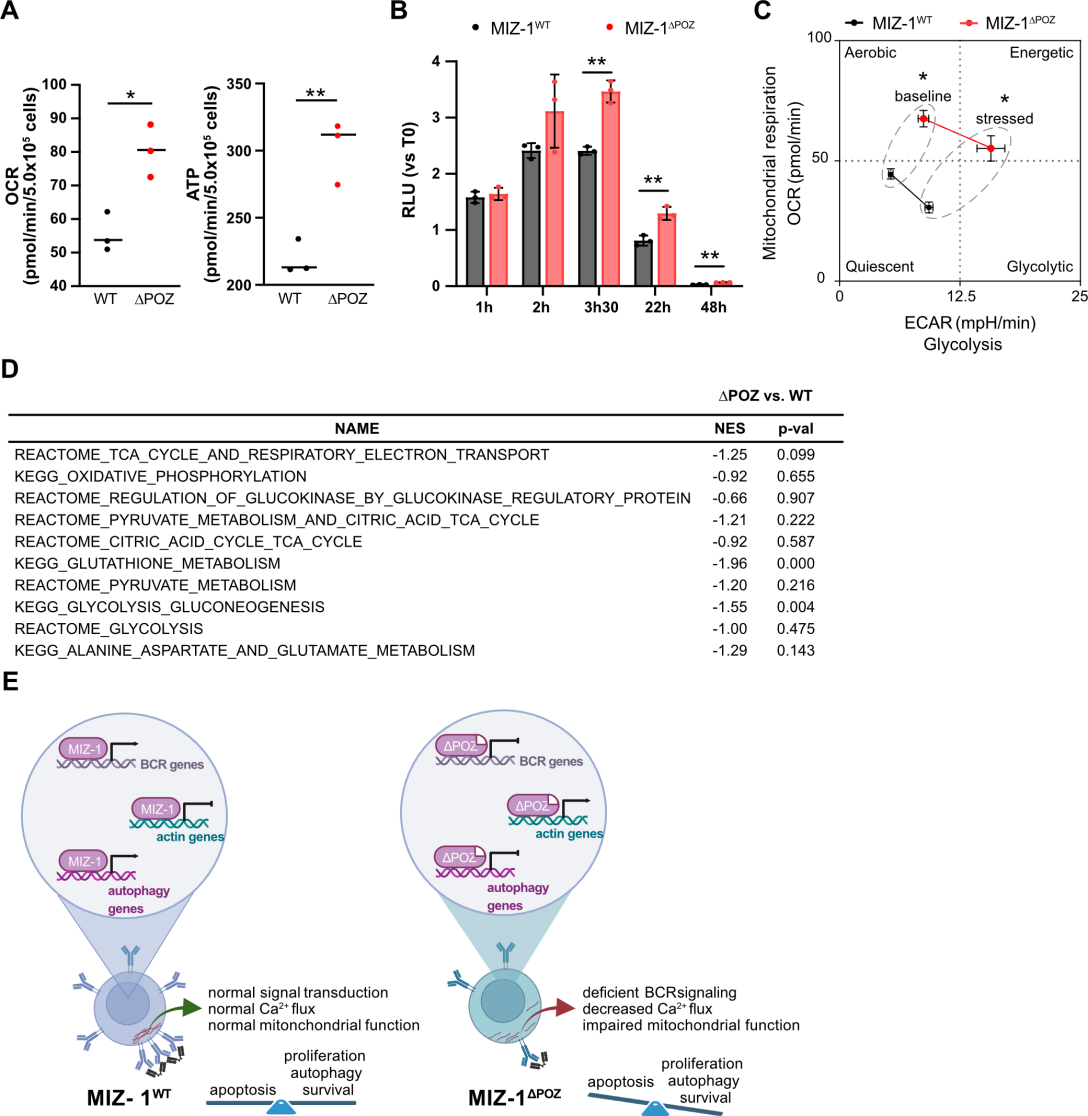
Dysfunctional mitochondrial activity in MIZ-1^△POZ^ B cells **(A, C)** Metabolic activity of CD43 depleted splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice analyzed by a Seahorse MitoStress test. **(A)** Quantification of the basal respiration and ATP production rates without additional stimulation. Student’s unpaired t-test was used for statistical analysis (*p<0.05). **(C)** Graphical representation of the metabolic flux characterized by oxygen consumptions rate (OCR) and extracellular acidification rate (ECAR). Baseline condition refers to initial metabolic activity. Stressed conditions represent metabolic activity after addition of carbonyl cyanide-p- trifluoromethoxyphenylhydrazon (FCCP) mimicking a physiological energy demand. Student’s unpaired t-test was used for statistical analysis (*p<0.05) **. (B)** ATP production was measured using CellTiterGlo on CD43 depleted splenic cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice incubated in media for indicated time points. RLU, Relative luminescence; T0, time 0. Two-way ANOVA with Sidak’s multiple comparisons test was used for statistical analysis (**p<0.01). **(D)** Gene Set Enrichment Analysis (GSEA) of indicated functions from RNA-seq performed on splenic B220+ cells from MIZ-1^WT^ and MIZ-1^△POZ^ mice. NES, Normalized enrichment score (negative values indicate enrichment in MIZ-1^△POZ^ and positive values indicate enrichment in MIZ-1^WT^); p-val, p value. **(E)** In naïve B cells, MIZ-1^WT^ normally regulates genes involved in BCR pathway, actin pathway and autophagy pathway. Tight regulation of the expression of these genes is necessary for normal BCR signal transduction, actin cytoskeleton organisation and autophagic flux. These pathways favor normal activity of mitochondria and a balance between survival and cell death. When MIZ-1^△POZ^ is expressed, genes involved in BCR pathway, actin pathway and autophagy pathway are differentially expressed. This causes an inefficient BCR signal transduction, actin organisation and decreased autophagy that eventually results in mitochondrial dysfunction and increased cell death. Created with BioRender.com.

BCR signaling, mediating survival, and maintenance of metabolic homeostasis are key characteristics of MYC-driven lymphoma. It has been reported that Eμ-Myc mice, a mouse model for B cell lymphomagenesis (93, 94), show accumulation of splenic B cells in the pre-tumor phase. We observed that co-expression of MIZ-1^ΔPOZ^ in Eμ-Myc mice reversed this phenotype and correlated with increased B cell apoptosis. The residual splenic B cells in Eμ-Myc x MIZ-1^ΔPOZ^ mice displayed low MYC protein levels, suggesting a counterselection against high-MYC and a selective survival of low-MYC cells, if MIZ-1^ΔPOZ^ is expressed (**Supplementary Figure 4**). These findings indicated that MIZ-1 is essential for pre-lymphomatous Eμ-Myc B cell survival and support the therapeutic potential of targeting MIZ-1 in MYC-driven B cell malignancies.

## 3 Discussion

The present study describes the role of the zinc finger and BTB/POZ domain protein MIZ-1 in BCR signaling and metabolic pathways. Using mice that express a non-functional MIZ-1 protein due to deletion of its POZ domain (MIZ-1^△POZ^), we found that MIZ-1 deficiency leads to reduced B cell numbers, impaired BCR signaling, altered actin cytoskeleton dynamic resulting in aberrant metabolic activity, including increased mitochondrial respiration and glycolysis and decreased BCR expression at the cell surface. Upon BCR stimulation, we show that MIZ-1 is important to sustain calcium flux and autophagy as well as balancing apoptosis and proliferation. MIZ-1^ΔPOZ^ expression is associated with irregular clustering and internalization of the BCR, and reduced phosphorylation of key signaling molecules involving key pathways like the KRAS and PI3K pathway, highlighting MIZ-1’s critical role in maintaining BCR signaling and metabolic homeostasis.

MIZ-1^△POZ^ retains its zinc finger DNA binding domain but lacks the POZ domain that mediates homodimerization and coactivator recruitment. Our observation that loss of the POZ domain will eliminate a subset of WT MIZ 1 binding sites while also permitting non-canonical or POZ domain independent functions was therefore expected. Our downstream analyses were designed to incorporate both possibilities by analyzing the transcriptional consequences across all binding categories rather than relying solely on the overlapping peaks or peaks indicating only MIZ-1 DNA binding.

It is known that the consequences of impaired BCR signaling extend to B cell subset differentiation. In this context, it is conceivable that our finding of a marked reduction in follicular (FO) B cells and a relative increase in marginal zone (MZ) B cells in MIZ-1^ΔPOZ^ mice reflects this impairment of BCR signaling. This shift would be consistent with the established model in which strong BCR signaling favors FO B cell fate, while weaker signals promote MZ differentiation. Thus, MIZ-1 appears to influence lineage decisions by modulating the strength and quality of BCR signaling. Reduced expression of *Bcl2* and *Pou2f2* in MIZ-1^ΔPOZ^ FO B cells, which are essential for germinal center entry, suggests these cells are more prone to apoptosis and have a lower proliferation after BCR stimulation than MIZ-1^WT^ FO B cells.

As a transcription factor, MIZ-1 is known to regulate genes affecting cell cycle progression, differentiation, and apoptosis (46), while MYC is a well-established oncoprotein that drives cell proliferation, metabolism, and survival (95). In B cells, MYC overexpression is a hallmark of aggressive lymphomas, and its oncogenic function is tightly linked to BCR signaling, which provides survival and growth signals (96). The interplay between MIZ-1 and MYC is complex, as MIZ-1 can activate and repress MYC target genes, depending on the cellular context (66, 97). The data presented here indicate that MIZ-1 is crucial for maintaining proper BCR signaling, which is known to support MYC-driven oncogenesis, but the mechanism is independent of an interaction with MYC and has never been shown before. Our findings show that MIZ-1 occupies and deregulates a series of genes of the BCR signaling pathway, the actin cytoskeleton pathway, and that MIZ-1 deficiency is associated with reduced surface BCR expression, irregular BCR raft formation, and impaired phosphorylation of downstream kinases including SYK, p85, AKT, RAF1 and ERK support this notion. This finding is significant because BCR signaling has been shown to be essential for B cell survival, proliferation, and differentiation (33). Since in MYC-driven lymphomas, a functional BCR signaling is required to maintain the oncogenic activity of MYC (40, 98), our finding that a functional MIZ-1 is required to support BCR signaling offers an explanation of our previous reported finding that MYC driven lymphomagenesis is delayed or perturbed in MIZ-1^△POZ^ mice (49). Our finding that co-expression of MIZ-1^ΔPOZ^ in pre-lymphomatous Eμ-Myc mice correlated with increased B cell apoptosis supports this view. It suggests that a counterselection against high-MYC and a selective survival of low-MYC cells occurs when MIZ-1ΔPOZ is expressed. Furthermore, immunofluorescence data show less abundant BCRs on the surface of MIZ-1^△POZ^ B cells, impaired clustering, an aberrant organization and polymerization of actin molecules after BCR stimulation. Therefore, it is conceivable that these defects and the reduced amount of BCR molecules impede proper downstream kinase phosphorylation and signal amplification MIZ-1^△POZ^ B cells after stimulation. MYC upregulation following BCR ligation and signaling is critical to allow the expansion of activated B cells (29, 30). MYC is sequestered to the cytoskeleton to promote protein stability and disruption of the cytoskeletal dynamics promotes apoptosis (99). Similarly, the disrupted actin cytoskeletal dynamics in MIZ-1^△POZ^ B cells may impede proper MYC activity and therefore B cell proliferation.

The increased oxidative phosphorylation and glycolysis in MIZ-1^ΔPOZ^ B cells could contribute to their reduced survival and increased apoptosis, particularly in the context of MYC-driven lymphomas, where metabolic stress is already elevated. Since MIZ-1^ΔPOZ^ B cells exhibit increased mitochondrial respiration and glycolysis already in the absence of stimulation, the combined metabolic consequences are profound. The heightened metabolic state could reflect a compensatory response to impaired BCR signaling as an attempt by the cells to meet energy demands despite reduced survival signals. However, this metabolic reprogramming is not well adapted, since it is associated with increased apoptosis and impaired autophagic flux. This is most likely due to the function of MIZ-1 as a direct regulator of genes involved in lysosomal function and autophagy (54), suggesting that its role in metabolic homeostasis extends beyond BCR signaling.

Autophagy has been recognized as an essential component of B cell homeostasis preventing over stimulation as it drives the degradation of proteins, organelles, and pathogens that are associated with the B cell activation process (100). While autophagy is not the primary mechanism for the degradation of the BCR upon ligation, it has been shown to play a role in the regulation of BCR signaling by clearing damaged or aggregated receptor components and by acting as a quality control mechanism for other cellular components necessary for signal transduction (100). Moreover, autophagy is critical during early B cell activation and cell polarization in cooperation with the cytoskeletal reorganization, internalization and intracellular trafficking, which significantly affects signaling outcome (101, 102). In the context of our findings, it is thus conceivable that MIZ-1 indirectly participates in cell polarization, BCR trafficking and signal termination by controlling the expression of autophagy-related genes and cytoskeleton regulatory proteins.

Overall, we describe here the role of MIZ-1 in BCR signaling of naïve B cells by the transcriptional regulation of BCR-associated genes. A deregulation of this transcriptional program in MIZ-1 deficient B cells is associated with inefficient signal transduction upon BCR stimulation. We also found that MIZ-1 regulates several genes involved in the actin pathway and that a deregulation of this pathway in MIZ-1 deficient B cells was associated with altered BCR clustering and polarization upon BCR stimulation. As a consequence of this impaired BCR clustering and signaling, we show that Ca²^+^ flux is reduced following BCR ligation. After a strong BCR signal without a second stimulus, increased Ca^2+^ flux leads to mitochondrial dysfunction and cell death (103), but will also promote survival of a fraction of cells (104). In our experiments, we observed that MIZ-1 deficient B cells have greater mitochondrial dysfunction, increased apoptotic potential and decreased proliferative potential attributed to aberrant transcriptional programs leading to impaired BCR signaling, actin organization, autophagic flux and apoptosis in a cell-specific manner (**Figure 5E**). Interestingly, it was recently reported that MIZ-1 regulates expression of the *Tmbim4* gene in germinal center B cells to regulate Ca^2+^ release in response to selective, class-switched BCR activation (36). This finding further emphasizes the role of MIZ-1 in stage-specific regulation of BCR signaling in different B cell compartments to preserve their differentiation and survival potential.

## 4 Conclusion

Our study provides novel and hitherto unknown insight into the role of MIZ-1 in BCR signaling and B cell activation in naïve B cells. Importantly, the functional phenotypes we observe, reduced BCR signaling strength, impaired clustering, aberrant actin organization, defective autophagy, and decreased survival of follicular B cells, are all consistent with a loss of the functions of MIZ-1 that depend on its POZ domain, which includes the ability of the MIZ-1ΔPOZ protein to acquire *de novo* binding sites. Together with previous findings that showed a role of MIZ-1 in B cell development (66), B cell lymphomagenesis (49), B cell aging, and B cell immunocompetence (69), further establishes MIZ-1 as an essential factor for this part of the adaptive immune response. The data from this study have significant implications for B cell malignancies, particularly MYC-driven lymphomas, which depend on BCR signaling for MYC amplification and expression (105), since we had previously shown that MIZ-1^ΔPOZ^ impairs MYC-driven lymphomagenesis (49). The current study offers a potential mechanistic explanation for these observations. Although a direct causal relation has to be confirmed by additional experiments, our data suggests that by disrupting BCR signaling, MIZ-1 deficiency undermines important survival and proliferative signals that are required for MYC-driven malignant transformation. Targeting BCR signaling has been suggested as a promising therapeutic target for B cell lymphoma using potent kinase inhibitors (106). However, kinase inhibitor treatment harbors a major disadvantage, as primary and acquired resistance limits the efficacy for cancer treatment (107). We believe that our findings highlight the potential of targeting the MIZ-1/MYC axis by targeting MIZ-1 as a therapeutic strategy in B cell malignancies circumventing acquired kinase inhibitor resistances.

## 5 Materials and methods

### 5.1 Mice

*Miz-1^floxPOZ^* mice have been described previously (66). *Miz-1^floxPOZ^* mice were crossed with MB1-Cre animals (72) to obtain *MB1-Cre x Miz-1^floxPOZ^* mice where POZ domain of MIZ-1 is deleted in B cells (*Miz-1^△POZ^*). All mouse lines are backcrossed on a C57BL/6 background. Experiments were carried on animals of 40 to 70 days old. Animals were maintained in a SPF+ animal facility in the Institute de recherches cliniques de Montréal (IRCM). The IRCM Animal Care Committee has approved the animal protocols under which all animal experiments in this study have been performed (protocol 2016-08, 2020-07 and 2024-08), and all animal experimental procedures were performed in compliance with the guidelines of the Canadian Council of Animal Care (www.ccac.ca).

### 5.2 Mouse cell isolation and culture

Spleens were manually disrupted with glass slides in PBS and filtered to obtain single cell suspension. Red cells were removed using red blood cell lysing buffer (Sigma). When needed, cells were either positively selected using B220-biotin antibody (Biolegend) or negatively selected using CD43-biotin antibody (BD Pharmingen). Cells were incubated with biotin coupled antibody for 25 minutes, followed by incubation with MojoSort Streptavidin Nanobeads (Biolegend) for additional 25 minutes and purified from single cell suspension using the MojoSort magnet. For B220 positive selection, cells bound to beads were used for further experiments. For CD43 negative selection, cells bound to beads were discarded and untouched cells were used for further experiments.

For *in vitro* experiments, cells were cultured in B cell media (RPMI 1640, 5mM L-Glutamine, 10mM Hepes, 1mM Sodium Pyruvate, 1% MEM Non-essential Amino Acids, 1% Penicillin/Streptomycin, 10% FetalGro) for the time required for the specific assay. For Dynasore treatment and BCR stimulation, 1x10^6^ CD43 depleted splenocytes in a concentration of 5x10^6^/ml cells were seeded in 48-well plate and incubated with 100μM Dynasore for 1h at 37 °C. For BCR stimulation, cells were pre-incubated for 30 minutes at 37 °C and then stimulated with 10mg/mL F(ab’)2-Goat anti-Mouse IgM. For co-treatment, F(ab’)2-Goat anti-Mouse IgM was added to cells after Dynasore treatment. The stimulation was stopped by addition of cold PBS.

### 5.3 Flow cytometry

All flow cytometry data were collected on a BD LSR Fortessa (BD Bioscience) and analyzed with FlowJo software.

#### 5.3.1 Extracellular staining

Three million red cell lysed splenocytes were incubated in PBS for 15 minutes at 4 °C with the following antibodies for the analysis of B cells: B220 PerCP Cy5.5, CD19 APC Cy7, IgM BV421, IgD BV605, CD21 APC, CD23 PE, CD93 PE Cy7 (Biolegend and BD Pharmingen). Unless described differently in the Fig legend, Follicular (FO) B cell compartment was defined as CD19+ CD21low CD23+ and marginal zone (MZ) B cell compartment was defined as CD19+ CD21hi CD23-.

#### 5.3.2 Intracellular CD79 staining

Splenocytes were stained with CD19 BV421 (Bioloegend) as described above and incubated with Cyto-Fast Fix-Perm solution (Biolegend) for 20 minutes at room temperature and permeabilized 1X Cyto-Fast Perm Wash solution (Biolegend) according to manufacturer’s instructions. After permeabilization, cells were incubated for 20 minutes with CD79a-PE or CD79b-APC (Biolegend) at room temperature. Cells were washed with 1X Cyto-Fast Perm Wash and resuspended in cell staining buffer (Biolegend) for analysis.

#### 5.3.3 Intracellular IgM staining

Splenocytes were stained for extracellular markers B220 AF700, CD19 APC Cy7, CD43 biotin, IgM PE Cy7 (clone II/41; IgMs), IgD BV605, CD23 PE, CD21 APC as described above. Biotin coupled antibody was detected using Streptavidin BV421. Cells were also incubated with cell death marker 7AAD (Biolegend) to exclude dead cells. Cells were then incubated with IC Fixation buffer (eBioscience) for 30 minutes at room temperature and permeabilized with 1X permeabilization buffer. (eBioscience). For intracellular IgM staining, cells were incubated with IgM-FITC (clone II/41; IgMi) antibody (eBioscience) for 30 minutes at room temperature. The detection of intracellular IgM (FITC) was possible because the surface IgM was already saturated with IgM (PE Cy7). Cells were washed with 1X permeabilization buffer (eBioscience) and resuspended in cell staining buffer (Biolegend) for analysis. A ratio of IgMi/IgMs was calculated by dividing the MFI (FITC) of IgMi by MFI (Pe Cy7) of IgMs for each mouse.

#### 5.3.4 BCR internalisation assay

Three million CD43 depleted splenocytes were incubated with 1mg F(ab’)2-Goat anti-mouse IgM (eBioscience) or 1mg goat serum (Sigma) in 1X PBS for 20 minutes on ice. Cells were washed with cold 1X PBS and incubated at 37 °C with warm B cell media for various time points to favor BCR internalisation. Cold 1X PBS was used to stop internalisation and cells were incubated with 1 mg secondary antibody α-goat AF546 (Invitrogen) for 20 minutes on ice to detect IgM that is still detectable at the surface.

#### 5.3.5 Calcium flux assay

CD43 depleted splenocytes were incubated with 0.5 μM Indo-1 AM Calcium sensor dye and Pluronic (Invitrogen) as loading adjuvant in equivalent concentration in B cell media for 30 minutes at 37 °C.

#### 5.3.6 OPP incorporation assay

Cells were seeded in 24-well plate at a concentration of 2x10^6^ cell/mL and treated with α-IgM as described above for 2h at 37°C. After treatment, cells were transferred in a 5mL FACS tubes and pelleted by centrifugation. Cells were incubated for 30 minutes at 37°C in 20 μM Click-iT OPP working solution (Invitrogen). After washing with 1X PBS, cells were fixed in 3.7% Formaldehyde (in 1X PBS) for 15 minutes at room temperature, washed with 1X PBS and permeabilized with 0.5% Triton (in 1X PBS) for 15 minutes at room temperature. After washing with 1X PBS, click reaction was carried out in the reaction cocktail (2% copper protectant, 0.25% AF594 Azide, 1X Reaction buffer additive, 1X reaction buffer; Invitrogen) for 30 minutes at room temperature. Cells were washed with rinse buffer (Invitrogen) and stained with 1X HCS Nuclear Mask blue (Invitrogen) in 1X PBS for 30 min at room temperature.

#### 5.3.7 LC3B staining

Cells were seeded in 48-well plate at a concentration of 5x10^6^ cells/mL and treated with α-IgM as described above for 2h at 37°C. After treatment, cells were transferred in a 5mL FACS tubes and pelleted by centrifugation. Cells were fixed in 3.7% Formaldehyde (in 1X PBS) for 15 minutes at room temperature. After washing with 1X PBS, cells were permeabilized with 0.25% Triton (in 1X PBS) for 15 minutes at room temperature. Cells were washed and incubated with 0.25mg of LC3B antibody (Invitrogen) or 0.25mg of Rabbit IgG for 30 minutes at room temperature, washed with 1X PBS and incubated with 0.125mg a-rabbit AF647 (Life technologies) for 30 minutes at room temperature. After washing with 1X PBS, cells were incubated with 200ng/mL DAPI (Life technologies).

#### 5.3.8 LysoTracker staining

Cells were seeded in 48-well plate at a concentration of 5x10^6^ cells/mL and treated with α-IgM as described above for 2h at 37°C. After treatment, cells were transferred in a 5mL FACS tubes and pelleted by centrifugation. Cells were stained with 50 nM Lysotracker (Invitrogen) for 1h at 37°C.

#### 5.3.9 Annexin V staining

Cells were seeded in 48-well plate at a concentration of 5x10^6^ cells/mL and treated with α-IgM for various time points. After treatment, cells were transferred in a 5mL FACS tubes and pelleted by centrifugation. Cells were stained with CD19 APC Cy7, CD21 APC and CD23 PE for 12 minutes at 4°C. After washing with 1X PBS, cells were incubated with FITC Annexin V in in 1X Annexin V Binding Buffer for 15 minutes at room temperature.

#### 5.3.10 Ki67 staining

Cells were seeded in 48-well plate at a concentration of 5x10^6^ cells/mL and treated with α-IgM for various time points. After treatment, cells were transferred in a 5mL FACS tubes and pelleted by centrifugation. Cells were stained with 1mL of ZombieGreen in 100mL 1X PBS for 15 minutes at room temperature. CD19 APC Cy7, CD21 APC and CD23 PE antibodies were added to the mix without washing and incubated for additional 15 minutes at room temperature. After washing with Cell staining buffer (Biolegend) were fixed with Fixation/Permeabilization solution (1:3 concentrate in diluent; Invitrogen) for 30 minutes at room temperature. Cells were washed with 1X permeabilization buffer (Invitrogen) and stained with 1.5mL Ki67 BV421 in 100mL 1X permeabilization buffer for 30 minutes at room temperature.

### 5.4 Metabolic flux assay

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of CD43 depleted splenocytes were measured with the Seahorse XFe96 Extracellular flux analyzer according to manufacturer’s instructions (Agilent). Seahorse XF Sensor cartridges were hydrated in XF Sensor calibrant over night at 37 °C without CO_2_. XFe96 cell culture microplates were coated with 22.4 μg/ml Cell-Tak for 25 min at RT and wells were washed twice with sterile H_2_O immediately before use. CD43 depleted splenocytes were resuspended in freshly prepared, pre-warmed assay medium (1X Seahorse XF RPMI, 1 mM XF Pyruvate, 2mM XF Glutamine, 10mM XF Glucose) and seeded at 5x10^5^ cells in 180 μl per well. Plates were incubated for 1 h at 37 °C without CO_2_ to allow settling and attaching of the cells. Plates were immediately measured using the standard assay layout for general metabolic flux and timely injection of 1.5 µM Oligomycin, 0.5 µM FCCP and 0.5 µM Rotenone/antimycin A comprised in the kit. The metabolic phenotype was assessed by plotting OCR and ECAR values of basal, before injection of the compounds described above, and stressed cells, revealing the differential energetic states.

### 5.5 Chromatin immunoprecipitation and ChIP-sequencing

Chromatin immunoprecipitation was carried out on B220+ splenocytes using Miz-1 antibody (H-190, Santa Cruz). Briefly, 10 million cells were fixed with 1% Formaldehyde (in 1X PBS) for 10 minutes with agitation at room temperature. Fixation was blocked by the addition of 125mM glycine for 5 minutes with agitation at room temperature. Cells were pelleted by centrifugation at 4 °C and snap frozen until utilization. Fixed cells were lysed subsequently with cell lysis buffer (5mM pipes pH8, 85mM KCl, 0.5% NP-40, 1X Protease inhibitors cocktail 10mM PMSF) and nuclei lysis buffer (50mM Tris, 10mM EDTA, 1% SDS, 1X Protease inhibitors cocktail 10mM PMSF) for 30 minutes on ice each. Samples were sonicated with Covaris (Peak power: 140; Duty: 10; Cycle: 200; Time: 600s) and DNA fragment size (between 200 and 500bp) was verified on 1.5% agarose gel or with High sensitivity DNA kit and Bioanalyzer 2100 (Agilent). Sonicated material was precleared with 1:1 blocked Dynabeads (20μL protein A Dynabeads, 20μL protein G Dynabeads, Invitrogen), 0.5% Triton, 5.4mM Tris pH8, 160mM NaCl, 1mM EDTA, 62μM EGTA, 1.9mg/mL BSA, 1.6mg/mL tRNA; incubated for 2h with agitation at 4 °C) for 2h with agitation at 4 °C. Unbound material was then incubated with Miz-1 antibody (Santa Cruz for ChIP-seq and Novus for ChIP-qPCR) for 2h with agitation at 4 °C. Protein-chromatin complexes were collected using blocked Dynabeads overnight with agitation at 4 °C. Complexes bound beads were then washed sequentially with washing buffers W1 (0.5% NP40, 150 mM KCl, 10 mM Tris pH8, 1 mM EDTA), W2 (0.5% Triton, 0,1% DOC, 100 mM NaCl, 10 mM Tris pH8), W3A (0.5% Triton, 0.1% DOC, 400 mM NaCl, 10 mM Tris pH8), W3B (0.5% Triton, 0.1% DOC, 500 mM NaCl, 10 mM Tris pH8), twice W4 (0.5% NP40, 0.5% DOC, 250mM LiCl, 10 mM Tris pH8, 1 mM EDTA, twice B4 (10 mM Tris pH8, 1 mM EDTA). Complexes were then eluted from beads using 1X TPE buffer (0,3% SDS, 50mM Tris pH8, 10mM EDTA, 0,4M NaCl) for 4h at 65 °C. RNAse and proteinase K were added to the mix for 1h at 42 °C. DNA was extracted using QIAquick kit (Qiagen). DNA was then used to prepare libraries (KAPA Hyper Kit) for NGS sequencing (pair-end, 50 cycles) on HiSeq 2000/2500 System (Illumina) (n=1) or used as a template for qPCR (n=3, biological replicates). Reads were trimmed using Trimmomatic v0.36 (108) using default parameters. Trimmed sequences were aligned on the mm10 genome using bwa v0.7.17 (109). MACS2 v2.1.2 (110) and UCSC’s bedClip and bedGraphToBigWig (111) were used for the peak calling steps and to produce genomic tracks. Peaks were annotated using the ChIPseeker R package (112). Peaks were considered as targeting promoter regions when they were located less than 2000 nucleotides before a transcription start site or less than 1000 nucleotides after. Heatmap was generated with the ComplexHeatmap v1.12.0 R package (113). All R analyses were performed with R v3.3.2 (114). Peaks were visualized with Galaxy (115). The enrichment of biological functions was established using the DAVID tool (116, 117). A p value< 0.05, a fold enrichment > 1.5 and a FDR< 0.1 were considered significant.

Data were deposited in the GEO database (118)(accession: GSE313262).

### 5.6 RNA isolation and RNA sequencing

For RNA isolation, B220+ or CD43- splenocytes were lysed in TRI Reagent (Sigma) and isolated RNA was cleaned using the RNeasy Mini Kit (Qiagen).

### 5.7 RNA sequencing

A biological duplicate of sequencing libraries was prepared from RNA extracts. Ribosomal RNA was depleted (Ribo-Zero™ Magnetic Gold Kit, Epicentre) and library was prepared using KAPA Stranded RNA-Seq Kit with RiboErase. NGS sequencing (pair-end 50 cycles) was done on HiSeq 2000/2500 System (Illumina) (n=2 biological replicates). Reads were trimmed using Trimmomatic v0.36 (108) using default parameters and were then mapped to the mm10 genome using the TopHat2 software v2.0.10 (119). Reads were processed with Samtools70 followed by mapping to Ensembl transcripts using HTSeq71 (120). Normalisation (TPM) and differential expression was tested using the DESeq R package72 (R Core Team 2015, http://www.r-project.org/) (121). Log2FC of ±0.6 and pvalue > 0.05 was considered significant. The enrichment of biological functions was established using the GSEA tool (Broad Institute, v2.2.1). Heatmaps were generated using Heatmap2 tool on Galaxy (113, 115) using z-score normalization and hierarchical clustering. Multiple-testing correction was applied for all omics analyses using the default procedures implemented in the respective tools. Specifically, ChIP-seq peak calling with MACS2 relied on false discovery rate (FDR) control using Benjamini–Hochberg–adjusted q-values. Differential expression analysis in RNA-seq was performed with DESeq2, which applies Benjamini–Hochberg correction to control the FDR. Functional enrichment analyses were corrected for multiple testing using FDR-based approaches in DAVID and GSEA, as reported by each tool. Data were deposited in the GEO database (118) (accession: GSE313263).

### 5.8 cDNA preparation

RNA was quantified using Nanodrop (Thermo) and 1mg of RNA was treated with DNAse (Invitrogen) and submitted to reverse transcription reaction using Sscript II (Invitrogen).

### 5.9 Real-time PCR

DNA from ChIP or cDNA was used as a template for PCR reaction in presence of specific primer sets and SybrGreen Master Mix (AppliedBiosystem) using QuantStudio 5 real-time PCR system (15sec 95°C, 45sec 60°C for 40 cycles). Fold enrichment for ChIP experiment was calculated using 2-△△Ct method.

 ΔCt =Ct target gene−Ct reference gene

ΔΔCt =ΔCt ChIP−ΔCt input

Relative expression for qRT-PCR was calculated using 2-△Ct.

ΔCt =Ct target gene−Ct reference gene

### 5.10 Genotyping

Mouse tail tips were incubated overnight in digestion buffer buffer (20mM Tris-HCl pH 8.35, 50mM KCl, 0.5mM MgCl_2_, 0.01% gelatin, 0.05% Tween-20, 0.05% NP-40, 50mg/mL proteinase K in H_2_O) at 56 °C. 1mL of this mix was used as template for PCR (15sec 95°C, 30sec 58°C, 1min 72°C for 35 cycles) using specific primers. PCR products were ran on 2% agarose gel containing ethidium bromide and visualized with BioVision gel documentation system (Vilber Lourmat).

### 5.11 Protein extraction and western blot

Cells were seeded in 48-well plate at a concentration of 5x106 cells/mL and treated with α-IgM for various time points. Cells were collected in 1.5mL cold Eppendorf tubes containing 1mL of cold 1X PBS and pelleted by centrifugation. Cells were lysed in RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.4, 1% NP-40, 0.5% DOC, 0.1% SDS) containing 1X protease inhibitor cocktail, 10 mM b-glycerophosphate and 2 mM sodium orthovanadate for 20 minutes on ice. After a 5 second pulse with the Sonicator, extracts were spun 10 minutes at 13000rpm at 4° and supernatant was collected for immunoblot analysis. Protein lysates were diluted in Laemmli buffer to a final concentration of 1X Laemmli, boiled and separated a 10% acrylamide gel in running buffer (25mM Tris, 190mM Glycine, 3.5mM SDS). Proteins were transferred on a nitrocellulose membrane in a transfer buffer (25mM Tris, 190mM Glycine, 20% methanol). Membranes were blocked with 5% non-fat dry milk in TBS-T (25mM Tris, 120mM NaCl, 2.5mM KCl, 0.1% Tween, pH7.5) for 1 hour at room temperature with agitation. Membranes were incubated with primary antibody (1:1000, except actin at 1:10000) in 5% BSA in TBS-T for 1h at room temperature or overnight at 4°C with agitation. Membranes were washed 3 times with 1X TBS-T and incubated with HRP coupled secondary antibody (1:10000) for 1 hour at room temperature in 1X TBS-T. Proteins were detected with ECL reagent (Thermo) on ChemiDoc Imaging System (Bio-Rad). For some experiments, membranes were re-incubated with a primary antibody that recognize a protein of a different size and detected as described above. Representative images of for different experiments (biological replicates, see Figure legend) are shown in the manuscript. Quantification was performed with ImageLab. Corrected volume intensity (corr vI) was calculated by removing mean background intensity (bI) from volume intensity (vI) of each band and corrected to the area (a).

$$corr\;vI=\frac{\left(vI-bI\right)}{a}$$

Corrected volume intensity of phosphoproteins (pprot) was divided by the corrected volume intensity of the total protein (prot) to obtain a pprot/prot ratio.

$$ratio=\frac{pprot}{prot}$$

A ratio fold increase was calculated relative to untreated sample for each mouse line.

$$fold\;increase=\frac{ratio\;treated}{ratio\;untreated}$$

### 5.12 ATP consumption

Cells were seeded at a concentration of 0.25x10^6^ cells/100mL in a white 96-well plate in B cell media. After various time points, 100uL of CellTiter Glo was added to all wells and incubated for 2 minutes on a microplate shaker and 10 minutes without shaking at room temperature. Luminescence was measured with Glomax (Promega).

### 5.13 Immunofluorescence staining and microscopy

CD43 depleted splenocytes were seeded and stimulated with IgM as described above for the indicated time points. Cells were adhered to coverslips at 500 x g for 5min using a Cytospin. Adhered cells were fixed with 4% PFA in PBS for 15min at RT and washed 3x with PBS. Cells were permeabilized and blocked with 5% normal goat serum (Sigma #G9023) in PBS with 0.3% Triton-100 for 1h at RT and incubated with 1 μg/ml α-IgM antibody (Invitrogen, #A21426) alone or in combination with Rab5 (1:200, Cell Signaling #3547T) or LC3B (1:200, Cell Signaling #3868P) in blocking solution overnight at 4 °C. Next day, slides washed 3x with PBS with 0.3% Triton-100. For Rab5 and LC3B visualization, samples were incubated with 1 μg/ml α-rabbit IgG-Alexa Fluor Plus™ 647 (Invitrogen, #A32733TR) in blocking solution for 6h at 4 °C and washed 3x with PBS with 0.3% Triton-100. Actin was visualized with ActinGreen488 ReadProbes™ (Invitrogen, #R37110) according to manufactures instructions. Nuclei were counterstained with DAPI and mounted with Prolong™ Diamond Antifade Mountant (Invitrogen, #P36965). Images were acquired with a confocal Leica STELLARIS STED DMi8 fluorescence microscope in Lighting mode for adaptive deconvolution using a PLAN APO 63x/1.4 oil objective (Leica, #11506350) and sequential line acquisition. Images were further analyzed with Leica Application Suite X (LAS X) Software. For immunohistochemical analysis, tissue specimens were collected at the time of autopsy and processed for cryo-conservation. Spleens were equilibrated in O.C.T. medium (Sakura) for 5 minutes on ice, transferred to fresh O.C.T medium, snap-frozen over liquid nitrogen and stored at -80 °C. For immunohistochemical analysis, 8 µm section were mounted on commercially available charged microscopy slides and air-dried for 10 min at RT. Slides were wrapped airtight with aluminum foil and stored at -20 °C until stained. Tissue was fixed with ice-cold acetone (10 min, RT) and washed with TBS-T (3x 5min, RT, rocking). Specimens were blocked with 2% BSA in TBS-T for 1h at 4 °C and incubated overnight with fluorescence-coupled antibodies, diluted 1:200 in 1%BSA/TBS-T in a humid chamber at 4 °C. Sections were washed 3x 5min with TBS-T and nuclein were counterstained with 1 µg/ml DAPI in PBS (7min, RT) in a humid chamber. Tissue staining was conserved with ProLong™ Diamond Antifade Mountant (Invitrogen, #P36965) and air-dried for 24h at RT prior to analysis. Microscopic pictures were acquired with LSM 880, AxioObserver and Plan-Apochromat 20x/0.80 M27 objective. Optimal laser settings were adjusted to a wildtype control. Pictures were processed with ZEN Microscopy and image software.

### 5.14 Statistical methods

Statistical analyses were carried out using GraphPad Prism. Test that were used are indicated in each figure legend and data points are representative for the number of biological replicates.

#### 5.14.1 Flow cytometry

For analyses where only non-treated samples from different mouse lines where compared, Student’s unpaired t-test was used for statistical analysis. Between 3 and 10 biological replicates where analysed. For calcium flux assays, we calculated and compared the mean flux per genotype and the within-day difference (Miz ^ΔPOZ^ to Control) using Student’s paired t test, pairing by day to control for batch effects. Calcium flux experiments are highly batch specific, as they are sensitive to subtle changes in e.g. Indo-1 loading or temperature. Therefore, we used a paired t-test, as one Miz ^ΔPOZ^ is naturally matched to a control measurement taken the same day under the same batch conditions (same prep, reagents, instrument, temperature, etc.). The pairing (by day) treats “day” as a blocking factor, and we therefore tested for the within-day Miz ^ΔPOZ^ to Control difference while removing day-to-day variability (batch effects). Data sets for co-localization from microscopy images were tested for normality distribution and if appropriate tested with Mann-Whitney U-test, indicated in the figure legends.

For analyses where non-treated samples were compared with treated samples from different mouse lines, ordinary two-way ANOVA with uncorrected Fisher’s LSD was used for statistical analysis. For analyses where non-treated samples were compared with multiple time point treated samples from different mouse lines, ordinary two-way ANOVA with Sidak’s multiple comparisons test was used for statistical analysis. Between 4 and 6 biological replicates were analysed in each independent experiment. A least three independent experiments were performed for each panel.

#### 5.14.2 Metabolic flux assay and ATP consumption

Student’s unpaired t-test was used for statistical analysis. 3 biological replicates where analysed.

#### 5.14.3 Quantitative Real-Time PCR

For analyses where only non-treated samples from different mouse lines where compared, Student’s unpaired t-test was used for statistical analysis. Between 3 and 10 biological replicates where analysed.

For analyses where non-treated samples were compared with treated samples from different mouse lines, repeated measure two-way ANOVA with uncorrected Fisher’s LSD was used for statistical analysis. Between 4 and 6 biological replicates were analysed in each independent experiment.

## Data Availability

Data were deposited in the GEO database (Edgar R NAR 2002) (accession of ChIPseq: GSE313262 and accession of RNAseq: GSE313263).

How the deposited data were processed for this re-analysis (not part of the article)

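The re-analysis used the RNA-seq of unstimulated B220+ splenocytes from MIZ-1 WT and MIZ-1 △POZ mice, with 2 libraries per genotype. The authors deposited raw counts per Ensembl gene, made by trimming paired-end reads with Trimmomatic, mapping them to mm10 with TopHat2 and counting with HTSeq. The paper's text names DESeq in its description of the analysis and DESeq2 in its statement on multiple testing. It does not name the strand setting or the Ensembl release of the counting. The deposited counts were neither normalized nor pooled. Samples were grouped by genotype as labelled.

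The table holds 41214 genes, of which 40254 were given a symbol from the GENCODE annotation of GRCm38. The summary lines of HTSeq were left out of library sizes and tests. Reads outside genes made up from 21.1% to 27.2% of the table, ambiguous reads from 0.281% to 0.302%, and reads without a unique alignment from 42.8% to 44.1%. Counts on genes ranged from 43026814 to 46387209 per library, and the 10 most abundant genes took from 7.43% to 8.37% of them. TMM factors ranged from 0.977 to 1.03.

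Genes with at least 10 counts in at least 2 libraries were tested, which left 14554 genes. edgeR version 4.0.16 in R version 4.3.3 was used, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. The common dispersion was 0.00848. The threshold was an adjusted p of 0.05. The study's own limits, a log2 fold change of at least 0.6 in either direction, were applied with an unadjusted p under 0.05, although the paper prints the sign of the p limit the other way. Log2 CPM for the spread between replicates used a prior count of 2.

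Gene lists were tested with camera of limma version 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment within each family of lists. Alternatives were fry, camera with an estimated correlation and preranked GSEA with fgsea version 1.28.0. The lists were the BCR list of Supplementary Table 2, the genes of Fig. 1H and Fig. 3G, 4 metabolic lists, an autophagy and a lysosome list, 3 binding classes and the BCR-induced and BCR-repressed genes of Supplementary Table 3. Marker lists covered follicular, marginal zone, B-1, transitional and germinal center B cells, plasma cells, T cells, NK cells, macrophages, neutrophils, plasmacytoid and conventional dendritic cells, erythroid cells, megakaryocytes, stroma and endothelium, the Y chromosome and pan-B cell genes. Lists with at least 4 tested genes were kept, which left 17 marker lists. Lists written as symbol patterns were limited to protein-coding genes, a step chosen after the data were examined. The actin list of Supplementary Table 2 was not analysed here as a set.

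The genes named in the text were set by a rule. They were the genes the paper names for its RNA-seq and stimulation results, and the 5 genes with the smallest p in each direction among those past the threshold whose MIZ-1 △POZ values lay on one side of both MIZ-1 WT values. Genes without a symbol and immunoglobulin or T cell receptor variable segments were passed over. Some genes that meet the rule are not reported here. A few genes named in the paper's introduction were added after their values were seen.

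Gene lists, the rule for named genes and the alternatives that follow were set before the data were examined. The alternatives were DESeq2's size factors within edgeR, the Wald test of DESeq2 version 1.42.0, no filter on counts, a filter on a mean of at least 30 RPM, a replicate block, removal of 252 immunoglobulin gene segments, and leaving out each replicate. Leaving out a replicate left 1 library in a genotype, so only log2 fold changes were computed, at a fixed dispersion of 0.01. A removal of the trend on GC content and exon length, over 14430 genes with both values, was chosen after the data were examined.

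The procedures were tested on simulated counts over 14342 genes, of which 200 were changed. edgeR recovered 96.5% of the changed genes with 7 false calls among 200, and DESeq2 recovered 95.5% with 5 false calls among 196. The changed genes were drawn from those with higher counts, and their median absolute log2 fold change in edgeR was 1.01. Recovery of smaller changes and of genes with few counts was not tested. Matched random lists were drawn 10000 times.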

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

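The comparison with matched random lists, the test of carried-over reads and the test of X-linked homologs were chosen after the results were seen.

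*Xist* stood out as a signal in a gene the paper does not discuss. It had 38145 and 40838 counts in the MIZ-1 △POZ replicates against 49 and 60 in the MIZ-1 WT replicates, a log2 fold change of 9.41. *Tsix* overlaps *Xist* on the opposite strand. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* moved the other way, with a median log2 fold change of -4.32. These genes separate the genotypes completely, so the sex of the mice cannot be told apart from the genotype for the genes that differ between the groups, because no library breaks the pairing of the 2. Of the 479 tested X-linked genes, 151 differed at an adjusted p under 0.05, against 5624 of 13943 other tested genes that are not Y-linked.

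The MIZ-1 △POZ libraries still held Y-linked counts, at 3.97% of the MIZ-1 WT level for *Ddx3y*, 4.91% for *Eif2s3y*, 5.11% for *Kdm5d* and 5.13% for *Uty*. Reads carried over evenly between libraries would bring *Xist* into the MIZ-1 WT libraries at a similar share, but its share there was 0.147%. Reads carried over in one direction, or material from a male mouse in the MIZ-1 △POZ samples, stay open. Reads of X-linked homologs counted on these genes would be free to differ between the genes. The highest share was 1.29 times the lowest, which cannot be told apart from such reads, since the counts do not show where each read came from. No biological explanation was tested.

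Macrophage markers stood out as a signal in genes outside those the paper discusses. All 16 were higher in MIZ-1 △POZ at an adjusted p under 0.05, with a median log2 fold change of 1.98. *Vcam1* rose from 305 to 1207 CPM, *Slc40a1* from 102 to 592 and *Mrc1* from 115 to 467. In the list, 1 gene is also in the study's BCR list and 0 are in Fig. 3G. All 16 were also counted in the MIZ-1 WT libraries, with at least 46 counts each. A rise of all non-B cells by the same factor would lift T cell markers as much, but the median of 13 T cell markers was 0.00556. Their upper quartile of 0.20 lay below the lower macrophage quartile of 1.96. This argues only against an even rise. An uneven rise of non-B cells is not excluded, because medians of the other such lists ranged from -0.0045 for megakaryocytes to 1.73 for neutrophils. More macrophages or macrophage RNA in the MIZ-1 △POZ samples, or expression of these genes in B cells, stay open. The call was lost under fry (adjusted p = 0.0517), and camera's own adjusted p was 3.41e-13.

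Macrophage RNA may contribute to the genes that Fig. 3G shows as higher. The macrophage markers differed between replicates, by 0.68 on the log2 scale between MIZ-1 △POZ replicates 1 and 2 and by -0.39 between the MIZ-1 WT replicates. The comparison set out first asked whether the Fig. 3G genes differ between the MIZ-1 △POZ replicates in the same direction by more than matched random lists. They did, with a median difference of 0.22 at the percentile 100 of 10000 random lists, as macrophage RNA would make it. The comparison is not specific to macrophage RNA, because the genes that Fig. 3G shows as lower differed by -0.16 (percentile 0) and those that Fig. 1H shows as lower by -0.06 (percentile 1.07) between the same libraries. For these lists replicate 1 was thus further from MIZ-1 WT in both directions. Between the MIZ-1 WT replicates the difference was -0.04, at the percentile 7.08. A mixing model was then added because of that outcome, so it is a later analysis and not an independent check. If macrophage RNA accounted for the whole rise of the 68 genes the model covers, their median difference would be 0.52 in MIZ-1 △POZ and -0.21 in MIZ-1 WT. The observed medians were 0.16 (95% interval from 0.08 to 0.25, genes resampled) and -0.04 (from -0.14 to 0.03). The model leaves room for a part of the rise and rests on 1 pair of libraries per genotype, so the contribution of macrophage RNA cannot be told apart from regulation in B cells.

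The 28 genes of glutathione metabolism followed the macrophage markers in both genotypes, with a median difference of 0.15 between the MIZ-1 △POZ replicates (percentile 99.94) and of -0.13 between the MIZ-1 WT replicates (percentile 0.12). Macrophage RNA may therefore contribute to the rise of this list too. No mixing model was run for it, and the limit found for the Fig. 3G comparison (0.22) holds here as well, since a replicate further from MIZ-1 WT would give the difference in MIZ-1 △POZ. Germinal center B cell markers differed between replicates in the same way, so the pattern does not single out macrophages.

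Germinal center B cell markers stood out as a signal in genes outside those the paper discusses for its RNA-seq. Of 10 genes, 9 were higher in MIZ-1 △POZ with a median over the list of 1.98, while *Bcl6* was lower at -1.36. *Mybl1* rose from 14.4 to 76.4 CPM. In this list, 2 genes are also in Fig. 3G (*Bcl6* and *Plxnb2*) and 1 is in the BCR list. *Mki67* (2.13) and *Aspm* (2.00), named by the rule on the smallest p-values, were higher as well. Like the macrophage markers, the list was higher in MIZ-1 △POZ replicate 1 than in replicate 2, by 0.30, and lower in MIZ-1 WT replicate 1, by -0.33. With 3 genes left under the filter on a mean of at least 30 RPM, the median was 1.63 and the call was lost (adjusted p = 0.276 from camera). Camera over the 10 genes gave 3.51e-07. No technical explanation was tested for this list alone, and the sex of the mice, the cell composition and the genotype remain open.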

How the results depend on the processing

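With DESeq2's size factors, no filter, DESeq2's Wald test or removal of immunoglobulin segments, the number of genes with an adjusted p under 0.05 lay between 5082 and 5952, and 4949 to 5768 of the 5822 genes were shared. DESeq2 gave no adjusted p for 283 genes. By the study's limits these settings gave 2475 to 3187 genes. The filter on a mean of at least 30 RPM tests fewer genes, 6052 in place of 14554. It gave 2746 genes in place of 5822, 1464 higher and 1282 lower, with 2280 shared. By the study's limits it gave 462 in place of 2960, 317 higher and 145 lower. Of the Fig. 3G genes, 28 were left, 28 passed and 28 had the figure's direction. The share of higher genes moved by under 10 percentage points in these settings.

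The replicate block gave 4732 genes with an adjusted p under 0.05, of which 4640 were shared, and called the stroma and endothelium markers (0.79). The deviations of same-numbered libraries correlated at -0.0688, so the libraries share only a number and the pairing has no further use.

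Under the filter on a mean of at least 30 RPM, the median of the BCR list changed sign to 0.0135 (210 genes) and that of genes bound by MIZ-1 △POZ alone to 0.0019 (147 genes). The respiratory chain (0.15), the lysosome list (0.15) and BCR-induced genes (0.0470) then passed, while glutathione metabolism (0.14, 8 genes left) and genes bound by both forms (-0.0744) no longer did. Fewer genes enter each list there, but single genes kept by the filter shifted upward too. *Cd79a* went from -1.44 to -1.37, *Map3k1* from -0.53 to -0.46 and *Tnk2* from -0.25 to -0.18. The genes left in each list therefore do not account for the whole shift of the medians. How much came from each was not tested. With no filter, the median of BCR-induced genes was -0.0069, that of T cell markers -0.0027 and that of megakaryocyte markers 0.13, each with its sign changed. The 30 RPM filter left 2 T cell markers with a median of -0.20.

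DESeq2's Wald test lost the call for genes bound by both forms (-0.13). Fry called the respiratory chain (0.0736), the citric acid cycle (0.0382), genes bound by MIZ-1 WT alone (-0.10) and genes bound by MIZ-1 △POZ alone (-0.0560), and lost BCR-repressed genes (-0.14). An estimated correlation lost glycolysis (0.36), glutathione metabolism (0.65), genes bound by both forms (-0.13) and BCR-repressed genes (-0.14), and called 0 of the marker lists in place of 8. With 2 libraries per genotype it called no list, not even the Y-linked genes (-4.32, adjusted p = 0.235 from camera), so these losses are not evidence against the lists. Preranked GSEA called the BCR list (score -1.24) and the respiratory chain (1.65), and gave a changed sign to BCR-induced genes (-0.87) and megakaryocyte markers (0.84). For these settings the cause was not tested.

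Removing the trend on GC content and exon length, chosen after seeing the data, changed the sign of the citric acid cycle (-0.0244) and BCR-induced genes (-0.00876) and lost the call for genes bound by both forms (-0.12). Camera on ranked statistics replaced camera on counts there, so the cause was not tested.

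Across the 4 fits that each left out one replicate, medians ranged from 0.0756 to 0.11 for the respiratory chain, from -0.0101 (without MIZ-1 △POZ replicate 2) to 0.0716 for the citric acid cycle, from 0.27 to 0.33 for glycolysis and from 0.38 (without MIZ-1 △POZ replicate 1) to 0.78 for glutathione metabolism. They ranged from -0.11 to -0.0425 (without MIZ-1 △POZ replicate 1) for autophagy, from -0.12 to -0.0748 for genes bound by MIZ-1 WT alone, from -0.0652 to -0.0144 (without MIZ-1 △POZ replicate 2) for genes bound by MIZ-1 △POZ alone and from -0.13 to -0.11 for genes bound by both forms. BCR-induced genes ranged from -0.00549 (without MIZ-1 WT replicate 1) to 0.0264, the BCR list from -0.0286 (without MIZ-1 WT replicate 2) to -0.00597 (without MIZ-1 △POZ replicate 1), the lysosome list from 0.0303 (without MIZ-1 △POZ replicate 1) to 0.13 (without MIZ-1 △POZ replicate 2) and BCR-repressed genes from -0.16 to -0.10. These fits have 1 library in a genotype and give no test.

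For the named genes, the filter on a mean of at least 30 RPM lost the call for *Tnk2* (-0.18). With no filter *Itgav* changed sign to -0.00562. *Itgav* lies near 0. Of the named genes reported here that were run under the alternatives, no other changed its call where a test kept it. The genes of the paper's introduction and those named only as list members, examples or neighbors were not run.

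Of the 3 ways to split the 4 libraries into pairs, 1 gave as many genes as the genotypes, namely the genotypes themselves. The other splits gave 0 genes at an adjusted p under 0.05, with 24 and 25 genes at an unadjusted p under 0.05. With 3 splits a share under 0.05 cannot be reached.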

Differences from the paper's values

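For *Cdc42bpa*, the paper's log2 fold change of MIZ-1 WT over MIZ-1 △POZ is about -0.92 in Fig. 3G, read by eye, and the value here on that scale was -1.97. Under the alternatives set before the data were examined that kept the gene, it lay between -2.52 and -1.58, and none of them closed the gap. The filter on a mean of at least 30 RPM removed *Cdc42bpa*.

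The paper states that *Cd79b* was not lower in MIZ-1 △POZ cells. Here the log2 fold change of MIZ-1 △POZ over MIZ-1 WT was -0.23 with an adjusted p of 0.0277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Cd79b* passed under each tested alternative, with adjusted p from 0.000469 to 0.0474. Its size lies inside the paper's limit of 0.6.

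The paper names *Map3k1* as changed. It had an adjusted p under 0.05, but its log2 fold change of -0.53 lies inside the paper's limit of 0.6. Without MIZ-1 △POZ replicate 2 *Map3k1* reached -0.69, in a fit that gives no p.

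The paper reports no general change of genes for mitochondria or glycolysis. Here glycolysis (median 0.36) and glutathione metabolism (0.65) were higher in MIZ-1 △POZ, and neither was called with an estimated correlation. The respiratory chain (0.07, adjusted p = 0.142 from camera) and the citric acid cycle (0.04, adjusted p = 0.809 from camera) were not called in the main test. Fry called both of these. The filter on a mean of at least 30 RPM and preranked GSEA called the respiratory chain. The lists here are not the gene sets of Fig. 5D.

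Supplementary Table 2 heads its BCR list as genes over 30 RPM. Of the 267 genes, 210 had a mean of at least 30 here, and 213 reached it in at least 1 library.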

Other observations

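The tests of dilution, of GC content for genes bound by both forms and of genes elsewhere than near *Zbtb17* and *Cd79a* were chosen after the results were seen.

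Markers of B cell subsets moved apart. Follicular markers fell (median -0.67, 9 genes) and marginal zone markers rose (0.74, 14 genes). The difference between the 2 medians was 1.41, which a shift from follicular to marginal zone B cells would give and which could have come out the other way. By FACS, the paper reports fewer follicular B cells and a higher frequency of marginal zone B cells. A change in expression within cells remains open. In the lists, *Itgb7* and *Asb2* are also in Fig. 3G, and 1 gene of each list is in the BCR list.

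The other marker lists had medians of 0.75 for B-1 cells (adjusted p = 0.0758 from camera), -0.71 for transitional B cells, 0.99 for plasma cells, 0.13 for NK cells, 1.73 for neutrophils (adjusted p = 0.113 from camera), 0.02 for plasmacytoid dendritic cells, 0.99 for conventional dendritic cells (adjusted p = 0.0950 from camera), 0.64 for erythroid cells, -0.0045 for megakaryocytes and 0.78 for stroma and endothelium (adjusted p = 0.0652 from camera). The pan-B cell list had a median of -0.25. Stroma and endothelium passed under DESeq2's Wald test (adjusted p = 0.0306), the immunoglobulin removal (0.0184) and fry (0.0267). B-1 cell markers passed with no filter (0.0290) and under fry (0.0267), and conventional dendritic cell markers with no filter (0.0445). Transitional B cell markers lost their call with 2 genes left under the filter on a mean of at least 30 RPM (0.140), and pan-B cell genes lost theirs under fry (0.0517). Without MIZ-1 △POZ replicate 2 the median of neutrophil markers was -0.05, and without a replicate that of erythroid markers ranged from -0.42 to 1.22, so single libraries decide both. Leaving out a replicate also changed the sign of the medians of plasmacytoid dendritic cell (-0.29 to 0.31) and T cell markers (-0.19 to 0.29). It moved those of NK cell (0.10 to 0.27) and stroma and endothelium markers (0.53 to 1.20) without a change of sign. Of the pan-B cell genes 7 are in the BCR list, as are 3 T cell, 1 B-1 cell and 1 transitional B cell marker.

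The genes that Fig. 1H shows as lower had a median of -0.23, no further from 0 than the pan-B cell list. A dilution of B cell RNA could give a fall of this size, and it cannot be told apart from regulation for these genes as a set, because they were chosen for their direction.

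*Cd79a* fell by 1.21 more than the median of the other 9 pan-B cell genes (value -1.21). The 95% interval of *Cd79a*, shifted by this median, ran from -1.53 to -0.89. The shift held the median fixed, so it leaves out the spread of the 9 genes, from -0.48 to -0.07. The loss of one allele to the insertion of the *Mb1 Cre* transgene would give -1, which lies inside the shifted interval. This value lies outside the interval from -1.77 to -1.12 for *Cd79a* alone. The loss of one allele cannot be told apart from a further decrease, because the comparison depends on which of the 2 scales is used.

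Explanations shared by many genes were tested as well. Log2 fold changes correlated with GC content at a Spearman rho of 0.0386 and with exon length at -0.0765 over 14430 genes, which are not independent replicates. The lists of glycolysis and glutathione metabolism kept their call once this trend was removed, which argues against the trend as their whole cause. Genes bound by both forms kept a median of -0.12 but lost their call, so an effect of the trend on these genes cannot be told apart, since the set test also changed. Within 10 Mb of *Zbtb17* or *Cd79a*, 38.2% of 505 genes had an adjusted p under 0.05, against 40.4% of 13438 genes elsewhere on the autosomes or mitochondrial genome, so there was no broad excess near these loci. Since 5431 genes differed elsewhere, effects in cis of strain DNA around the loci do not account for the differences as a whole. For genes near the loci, such effects cannot be told apart from other causes, because a share this high does not show a few additional genes.

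In unstimulated cells, genes the paper discusses after BCR stimulation had log2 fold changes of 0.07 for *Psma7*, 0.32 for *Bcl2*, -0.60 for *Pou2f2*, 0.00277 for *Itgav*, -0.45 for *Rap1b*, 0.01 for *Evl* and -0.25 for *Tnk2*. Genes on the opposite strand overlap *Bcl2*, *Itgav*, *Evl* and *Tnk2*. *Bcl2*, *Pou2f2*, *Rap1b* and *Tnk2* had an adjusted p under 0.05.

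BCR-repressed genes had a median of -0.14 (adjusted p = 0.000703 from camera, lost under fry) and BCR-induced genes 0.0014 (adjusted p = 0.710 from camera). Adjusted over the list alone, 165 repressed genes were lower and 73 higher, against 159 and 72 over all genes tested. For induced genes the numbers were 169 lower and 185 higher, against 172 and 187. The autophagy list had a median of -0.09 (adjusted p = 0.213 from camera) with 15 genes lower and 10 higher under both adjustments. The lysosome list had 0.07 (adjusted p = 0.166 from camera) with 15 higher under both adjustments and 6 lower, or 7 when adjusted over the list alone.

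The other genes named by the rule on the smallest p-values were *Rpsa-ps10* (2.87), *Il9r* (2.35) and *Rsrc1* (-3.33). *Rpsa-ps10* is a processed pseudogene, so its counts are uncertain, and *Shox2* overlaps *Rsrc1* on the opposite strand. Genes from the paper's introduction, added after their values were seen, had log2 fold changes of -1.02 for *Rpl22*, 0.71 for *Socs1*, 1.66 for *Kdm8*, -0.36 for *Pex13* and -0.10 for *Ndrg2*, whose counts lay between 3 and 11.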
